# Temporal and Regional Regulation of Gene Expression by Calcium-Stimulated Adenylyl Cyclase Activity during Fear Memory

**DOI:** 10.1371/journal.pone.0013385

**Published:** 2010-10-14

**Authors:** Lindsay Wieczorek, James W. Maas, Lisa M. Muglia, Sherri K. Vogt, Louis J. Muglia

## Abstract

**Background:**

The Ca2+-stimulated adenylyl cyclases (ACs), AC1 and AC8, are key components of long-term memory processing. AC1 and AC8 double knockout mice (Adcy1^−/−^Adcy8^−/−^; DKO) display impaired fear memory processing; the mechanism of this impairment is largely unknown.

**Methodology/Principal Findings:**

We hypothesize that the Ca2+-stimulated ACs modulate long-lasting transcriptional changes essential for fear memory consolidation and maintenance. Here, we report a genome-wide study of gene expression changes associated with conditioned fear (CF) memory in wild-type and DKO mice to identify AC-dependent gene regulatory changes that occur in the amygdala and hippocampus at baseline and different time points after CF learning. We observed an overall decrease in transcriptional changes in DKO mice across all time points, but most strikingly, at periods when memory consolidation and retention should be occurring. Further, we identified a shared set of transcription factor binding sites in genes upregulated in wild-type mice that were associated with downregulated genes in DKO mice. To prove the temporal and regional importance of AC activity on different stages of memory processing, the tetracycline-off system was used to produce mice with forebrain-specific inducible expression of AC8 on a DKO background. CF behavioral results reveal that adult restoration of AC8 activity in the forebrain is sufficient for intact learning, while cessation of this expression at any time point across learning causes memory deficits.

**Conclusions/Significance:**

Overall, these studies demonstrate that the Ca2+-stimulated ACs contribute to the formation and maintenance of fear memory by a network of long-term transcriptional changes.

## Introduction

The cAMP signal transduction pathway has been repeatedly implicated in learning and memory using both invertebrate and vertebrate models. More specifically, the Ca2+-stimulated adenylyl cyclase (AC) pathway, which couples neuronal activity and intracellular Ca2+ increases to the production of cAMP, is crucial for normal memory processes [1]. This essential role is evident by memory impairments seen in the rutabaga *Drosophila* mutant, which shows a lack of Ca2+-stimulated AC activity [2]. Of the ten AC isoforms in mammals, AC1 and AC8 are the only two that are primarily stimulated by Ca2+/calmodulin [3], [4], [5]. Murine models have demonstrated the importance of these isoforms in memory processing. For example, both AC1 knockout (AC1KO) and AC8 knockout (AC8KO) mice display learning impairments in the Morris water maze [6], [7]. Moreover, there appears to be functional redundancy in these two isoforms as passive avoidance and conditioned fear (CF) memory are intact in AC1KO or AC8KO mice but are impaired in AC1 and AC8 double knockout (DKO) mice [5]. Interestingly, DKO mice show normal CF memory at 24 hr, but not 1 wk, suggesting that Ca2+-stimulated activity is necessary for long-term memory changes.

AC1 and AC8 are both localized to brain regions known to play essential roles in memory processing, such as the cortex, cerebellum, and hippocampus [8], [9], [10]. At the cellular level, AC1 and AC8 are localized to the synapse, specifically the postsynaptic region for AC1 and presynaptic region for AC8 [11]. The regional and subcellular location of these two isoforms clearly has physiological implications as AC1KO and AC8KO mice show impairments in mossy fiber long-term potentiation (LTP) [12].

Although Ca2+-stimulated AC activity has been implicated in modulating behavior, the mechanism by which this occurs has still not been thoroughly defined. There is evidence highlighting deficits in acute, short-term activation of the MAPK/ERK pathway 30 min after CF training [13]. However, since long-term memory and LTP are both dependent on transcription and are disrupted in AC knockout models, we hypothesize that the primary effect of Ca2+-stimulated AC activity during CF is to modulate gene expression [14], [15], [16] We assessed the effect of Ca2+-stimulated AC activity on global gene expression via microarray analysis. The contextual CF paradigm, which relies on the structural integrity of the hippocampus and amygdala [17], was used as our paradigm to define the network changes that result during memory processing in the context of disruption and rescue of AC expression with knockout and transgenic mouse models. We demonstrate that Ca2+-stimulated AC activity is necessary during memory consolidation and retention and that there is an overall attenuation of transcriptional changes in mice lacking both Ca2+-stimulated AC isoforms.

## Materials and Methods

### Animals

All mouse protocols were in accordance with National Institutes of Health guidelines and were approved by the Animal Care and Use Committees of Washington University School of Medicine (St. Louis, MO) (protocol approval #20080030) and Vanderbilt University (Nashville, TN) (protocol approval #M08617). Mice were housed on a 12 hr/12 hr light/dark cycle with *ad libitum* access to rodent chow and water. For control of the inducible tetracycline-off system, mice were either fed doxycycline chow (200 mg doxycycline/1 kg; Research Diets) to repress transgene expression or fed normal rodent chow to permit transgene expression.

DKO [5], [6], AC1KO [6] and AC8KO [18] mice were generated as previously described. To produce forebrain-specific, inducible AC8 expression mice (AC8 rescue) on a DKO background, a tetracycline-off system was used to allow for temporal control over AC8 cDNA expression. The tetracycline-off system is based on the interaction of a tetracycline transactivator (tTA) with a tetracycline-responsive element (tetop) [19], [20], [21]. In the presence of tetracycline or doxycycline, tTA loses its ability to bind tetop and expression is turned off. In our system, we have inserted AC8 cDNA under the control of a tetracycline-responsive CMV minimal promoter, generating tetop-AC8 mice. The linearized sequence was microinjected in C57Bl/6 oocytes and founder lines were identified. To confirm that the founder lines were capable of inducible AC8 cDNA expression, they were mated with tTAluc mice [22], which express tTA in many tissues with no detectable endogenous AC8 expression, allowing us to establish that the transgene was expressed (data not shown). Once inducible expression of the AC8 cDNA was established, mice were mated with CaMKII-tTA mice (CaMKII-tTA mice from Jackson Laboratories) [23], which have tTA under control of the CaMKII forebrain-specific promoter. CaMKII-tTA and tetop-AC8 mice were then mated to DKO mice to generate AC8 rescue mice. Each separate line was maintained on an inbred C57BL/6 background. All AC8 rescue matings were on doxycycline and pups were kept on doxycycline until weaned at 21 days to keep AC8 off during development, which allows us to truly assess the learning changes that result from acutely replacing Ca2+-stimulated AC activity in the forebrain of developed DKO mice. DKO mice used in the present studies were mice positive for the tetop-AC8 transgene or CaMKII-tTA transgene alone or wild-type littermates of the AC8 rescue mice. C57Bl/6 were used as non-littermate control mice (WT).

### Tissue collection and RNA extraction

We collected hippocampal and amygdala samples from WT and DKO mice at baseline and four different time points after a 5 min CF training trial. The four time points (and the respective memory stages each time point corresponded to) were as follows: 0 hr (acquisition), 1 hr (consolidation), 48 hr (retention), and 1 wk after CF training (retrieval). For the 1 wk after CF training time point, mice were tested in a 5 min CF testing trial prior to killing. Micropunches using a 1 mm diameter capillary tube were used to extract bilateral hippocampal and amygdala punches approximately 2 mm thick. Tissue was quickly preserved using RNA later (Qiagen) at 4°C and moved to −80°C 24 hr later until RNA preparation. The Qiagen miRNAeasy Mini Kit was used to extract RNA, which uses a two-step process, both Trizol and column extraction, to isolate purified, intact RNA.

### Microarray analysis

RNA samples from 5–10 mice were pooled per array with one array per genotype/brain region/time point for a total of 20 arrays. Prior to processing the tissue for microarray analysis, RNA quality was verified for each sample by an Agilent 2100 Bioanalyzer and only samples with a RIN value greater than 8.0 were used. mRNA was then reverse transcribed, labeled, and hybridized to Affymetrix Mouse Gene ST 1.0 Arrays (∼29,000 transcripts) by the Vanderbilt Functional Genomics shared resource core using standard procedures. The Affymetrix Gene Chip Command Console was used for all instrument control and data acquisition, while the Expression Console (Affymetrix) was used for normalization (RMA) and primary data analysis. All microarray data is MIAME compliant and the raw data has been deposited in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) (GEO accession number: GSE23008), while fold change (fc) values relative to baseline can be found in Tables S1, S2, S3, S4. Genes that were further characterized and thought to be of interest were categorized into two lists. One list represents genes that did not change over time despite exposure to CF testing, but remained consistently different between genotypes (Table 1). These genes were classified as developmental gene changes that resulted from knocking out AC1 and AC8 from birth. Statistical analysis here pooled across the time points and considered each time point to an n of 1 per genotype (total of 5 arrays/genotype/brain region). We used Qvalue [24] to assess statistically significant gene changes across the arrays comparing DKO and WT mice, which takes a list of p-values resulting from the simultaneous testing of many hypotheses and estimates their q-values in order to determine the false discovery rate. A q-value of ≤0.1 was considered significant. The other list represents genes that changed acutely as a result of learning changes and these genes displayed at least a ±1.5 fc relative to baseline at one or more time points (Table S5 and S6). These genes could not be assessed statistically as only one array was run per condition.

**Table 1:** Genes that are modulated during development.

Amygdala			
Accession ID	Gene symbol	Mean fold change	P-value
NM_008732	Slc11a2	−1.32	2.8E-08
NM_009623	Adcy8	−2.76	3.8E-07
NM_025931	Rabl4	−1.38	9.9E-07
NM_146014	Ccm2	−1.37	1.2E-05
NM_146776	Olfr821	1.17	2.9E-05
NM_029787	Cyb5r3	−1.64	3.9E-05

The genes, with their respective fold change (from WT level) and p-value, are listed in order of significance. Only genes that met a q-value of ≤0.1 were listed.

### Real time RT-PCR

The same individual RNA samples used on the microarrays were also used for the microarray RT-PCR validation experiments. To prepare the cDNA, 500 ng of total RNA was reversed transcribed in a 20 uL reaction using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Real time RT-PCR was performed with SYBR Green Master Mix (Sigma Aldrich) in an Applied Biosystems 7900HT Fast Real-time PCR System at Vanderbilt University's DNA Resource Core. Each sample was run in duplicate and dissociation curves were used to assess the specificity of each primer pair. GAPDH was used as the standard control. Primers used for amplification are listed in Table S7. For RT-PCR validation of microarray results, a random selection of genes was evaluated in WT and DKO mice across all time points in the amygdala and hippocampus to confirm that microarray results correlated with RT-PCR results across all arrays (Fig. S1).

### Functional analysis

To assess the most represented functional annotations among the genes that showed a ±1.5 fc relative to baseline, the GO Slimmer program from Gene Ontology (www.geneontology.org) was used. The number of genes falling into each functional annotation was determined to assess the most represented functional annotations per condition. A minimum parameter of 3 was used. Any GO category whose level in the GO hierarchy is below this parameter was not included in the GO analysis in order to eliminate functional categories that are too broad. The category, Biological Process, is defined to be at level 1 in the hierarchy. The level of any other term is the length of the longest path to level 1 in terms of the number of categories on the path.

### Gene cluster analysis

The software program Short Time-Series Expression Miner (STEM) [25] was used to cluster and analyze the gene expression data from the microarray experiments. Genes were filtered so that only genes with a ±1.5 fc at one or more time points were assigned to a cluster. The STEM program calculates the significance of a cluster based on the ratio of the number of assigned genes versus the number of expected genes to a profile. The program has the ability to implement a novel method for clustering short time series expression data that can differentiate between real and random patterns as previously described [26].

### Transcription factor analysis

We used Whole Genome rVISTA (http://genome.lbl.gov/vista) to identify transcription factor binding sites that are conserved between mice and humans and overrepresented in the 2.5 Kbp upstream region of genes that were regulated similarly during the CF paradigm.

### Immunohistochemistry

Tissue slices were stained for AC8 as described previously [11]. Briefly, mice were anesthetized and transcardially perfused with 4% paraformaldehyde. Frozen tissue was cut at 30 µm and sections were incubated in goat anti-AC8 antibody (1∶400, Santa Cruz Biotechnology) overnight at 4°C. Sections were then incubated with a biotinylated rabbit anti-goat secondary antibody (Vector Labs) at 1∶800 for 1 hr. Biotin was detected with diaminobenzidine and sections were slide mounted with DAPI, a nuclear stain. All images were obtained using matched settings between genotypes on an Olympus BX60 fluorescent microscope equipped with Axiovision software. Images were prepared using Adobe Photoshop.

### Western blot analysis

AC8 protein levels were assessed in mice at various time points after doxycycline treatment as described previously [11]. Briefly, mice were killed by CO_2_ inhalation and the brains rapidly removed. Subregions were dissected on ice, snap frozen in liquid nitrogen and stored at −80°C. Frozen tissues were homogenized with a lysis buffer containing a protease inhibitor and phosphatase cocktail and protein concentration was determined by the BCA assay (Pierce Biotechnology). For AC8 detection, 20 µg of membrane extract from each region was separated by 4–12% SDS-PAGE, transferred to nitrocellulose membrane and immunoblotted with goat anti-AC8 antibody (1∶500, Santa Cruz Biotechnology) overnight at 4°C. Equal protein loading conditions were verified by immunodetection for mouse anti-binding protein (BiP) in all samples. Signals were detected using an anti-goat HRP-conjugated secondary antibody, and visualized using chemiluminescence (SuperSignal WestDura; Pierce Biotechnology).

### Adenylyl cyclase assay

Brain regions were excised from WT, DKO, and AC8 rescue mice and assayed for AC activity as previously described [27]. Free Ca2+ concentrations were calculated using the Bound and Determined computer algorithm [28]. AC activity levels are the means of triplicate samples. Protein concentration in the cell membranes was determined as previously described [29].

### Behavioral analysis

An observer blinded to genotype performed all behavioral analysis. Behavioral experiments were conducted 2–5 hr after lights on. Male mice ages 2–4 mo were used for all behavioral experiments, except for the first CF experiment, where male and female mice ages 2–8 mo were used. All mice were on a C57Bl/6 inbred background.

#### Conditioned Fear

Cognitive skills were evaluated using a test of Pavlovian fear conditioning. The CF chamber was a standard grid box (20.3×15.9×10.0 cm; Med Associates) with a small vial of coconut oil, which served as an olfactory cue. During CF training, mice were put in the chamber for 2 min to assess basal (pretraining) freezing levels, followed by 28 sec of white noise and a 2 sec 0.7 mA foot shock (white noise was used for cued CF but data is not shown). Subsequently, postshock (posttraining) exploration was monitored for an additional 2 min. Freezing was monitored in 5 sec bins. Graphs express the percent freezing over the course of a testing period. 1 wk, 1 mo and 1.5 mo after training, mice were put back in the original training chamber to assess contextual CF memory. Freezing was monitored as before for 5 min. Doxycycline was given or removed for at least 2 wk, in most cases a month, in between testing to allow for AC8 expression to be turned on or off effectively.

#### Novel object recognition

The mice were habituated to the testing chamber for 4 hr before training. Following habituation, two different shaped blocks were presented during a 10 min training session. Testing occurred 90 min later with mice being presented with one familiar object from training and one novel object for 5 min. Memory was assessed by measuring object preference using the discrimination ratio (novel object interaction/total object interaction). A mouse was classified as interacting with an object if it approached or sniffed the object. Trials were videotaped (Sony mini-DV camera) and scored off-line.

### Data analysis

Results are expressed as the mean ± SEM. Student's t-test was used to compare pairs of means. In cases with multiple conditions, a two-way ANOVA was used followed by Bonferroni *post hoc* tests when appropriate. A one-way ANOVA was used for single condition analysis followed by Tukey's Multiple Comparison *post hoc* tests when appropriate. Chi-square analysis was used to determine the significance of gene expression changes between WT and DKO mice across time. For novel object recognition, a one sample t-test was run to assess whether percent interaction with an object was different from chance (50%). A p-value of ≤0.05 was considered statistically significant. All statistical comparisons were done with Prism 4 software (GraphPad) unless otherwise stated.

## Results

DKO mice show consistent long-term, but not short-term, CF memory deficits [5]. Impaired gene expression changes within the hippocampus have been correlated with impairments in long-term memory consolidation [30]. Therefore, to assess whether learning deficits resulting from a lack of Ca2+-stimulated AC activity are imparted by impaired gene expression, we obtained amygdala and hippocampal tissue samples from WT and DKO mice at different time points after CF learning. 

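Gene expression was measured in micropunches of the amygdala and the hippocampus of WT and DKO mice on 20 Affymetrix Mouse Gene 1.0 ST arrays, which carry 28853 transcript clusters, the probe groups that each report a gene or part of a gene. Each array held RNA pooled from 5 to 10 mice. There was 1 array for each combination of region, genotype and time point, that is baseline, 0 hr, 1 hr, 48 hr and 1 wk, so that 10 arrays belong to each region and 5 to each genotype within it. The authors corrected the background, normalized across arrays and summarized the probes with RMA in the Expression Console, and the deposited values are RMA values on a log2 scale. The median of these values lay between 6.64 and 6.83 on the 20 arrays. Correlations between any pair of arrays lay between 0.983 and 0.9968. Of the transcript clusters, 21789 are paired with 1 gene symbol and stand for 19938 genes, 1621 are paired with several symbols and 5443 with none. Groups of 2 or more arrays were compared with limma on the log2 values as deposited. Adjusted p-values came from the Benjamini-Hochberg method over all transcript clusters. Within a region the 5 arrays of a genotype served as replicates, as in the paper, with an adjusted p of 0.1 as the limit. Changes from baseline were tested with the 4 groups of region and genotype as replicates of each time point, and the difference between genotypes in these changes with the regions as replicates, with an adjusted p of 0.05 as the limit. The paper does not state whether both regions of a genotype and time point came from the same mice, so these replicates need not be independent. A change within 1 region and genotype rests on 1 array set against 1 baseline array, so those changes are given as values with no test, and a gene was counted when a transcript cluster of its own reached 1.5-fold in either direction. In these single-array comparisons no replicate exists. Lists of genes that mark pathways, cell types and brain regions were fixed before the data were examined. The number of arrays limits the precision throughout.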

Samples were extracted at baseline (−5 min before training), 0 hr, 1 hr, or 48 hr after a 5 min CF training trial, or at 1 wk after a 5 min CF testing trial, and subjected to microarray analysis and validated with RT-PCR (Fig. S1). The different time points reflect when the different stages of memory processing are thought to occur [31].

To provide context for gene expression changes found during CF in the DKO mice, we measured basal gene expression differences that were consistent before testing and across all time points after training. 

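Across the 5 time points, DKO mice had lower levels of a small set of genes in both regions, the disrupted genes among them. The paper states that WT mice were not littermates of the DKO mice. DKO mice came from matings kept on doxycycline, stayed on it until weaning and could carry the tetop-AC8 or the CaMKII-tTA transgene. Apart from the disrupted genes, an effect of genotype therefore cannot be told apart from the origin, transgenes or doxycycline history of the mice. In the amygdala 28 transcript clusters passed the test between genotypes, 27 of them lower in DKO mice and 1, which has no gene symbol, higher. In the hippocampus 34 passed, 29 lower and 5 higher. The regions shared 23 of these, all in the same direction, where 0.033 would be shared by chance if transcript clusters were independent. They were not, since 17 of the 23 stand for near-identical copies of Gm10590 and of the Ccl21 family. The genes shared apart from these were Adcy1, Adcy8, Ift27 and Cyb5r3. The higher genes of the hippocampus included Vav3 with a log2 difference of 0.61 (standard error 0.091, n = 5 arrays per genotype, adjusted p = 0.00752 by limma). Prkg2, the cGMP-dependent protein kinase II, was higher by 0.65 (standard error 0.084, adjusted p = 0.0015) on 1 of its transcript clusters, and Klhl32 by 0.47 (standard error 0.086, adjusted p = 0.0652) on 1 of its own. Among the lower genes of the hippocampus alone were Myo18b, an unconventional myosin of muscle (log2 difference −0.36, adjusted p = 0.0387), Tmem139 (−0.28, adjusted p = 0.0789), the chemoattractant receptor Gpr15 (−0.38, adjusted p = 0.0895) and the chymotrypsinogen Ctrb1 (−0.38, adjusted p = 0.094). The difference between the regions was itself past the limit for 3 genes. The genotype effect on Vav3 was 0.93 higher in the hippocampus than in the amygdala (standard error 0.118, adjusted p = 0.000729), that on Ctla2a, a cathepsin inhibitor, 0.84 higher (standard error 0.142, adjusted p = 0.0452), and that on Adcy1 lower, with a difference of −1.01 (standard error 0.122, adjusted p = 0.000574). Vav3 belongs to the list of thalamic genes, which as a whole lay higher in the DKO hippocampus. The level of that list was not taken as a covariate, so a difference in the tissue of the punches was not tested for Vav3. Leaving out 1 array in turn ended the calls of Ctla2a in 17 of 20 cases, of Gpr15 in 9 of 10 and of Klhl32 in 6 of 10. In the hippocampus Vav3 (adjusted p = 0.301) and Prkg2 (0.136) did not pass by the test named in the paper's methods with Benjamini-Hochberg adjustment. By limma Vav3 did not pass there without the baseline arrays (adjusted p = 0.114), nor Prkg2 with all 20 arrays in 1 fit (0.161). With each array median-centred, 26 transcript clusters were higher and 29 lower in the hippocampus, and without the WT 1 hr array 73 passed there.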

As expected, AC8 mRNA was significantly decreased in both the amygdala (−2.76 fc) and hippocampus (−4.06 fc) of DKO mice compared to those of WT mice; however, AC1 only met the FDR threshold in the hippocampus (−2.97 fc), reflecting the low abundance of AC1 in WT amygdala (−1.48 fc, p = 3.6E-04) (Table 1). 

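Adcy8, which encodes the Ca2+-stimulated adenylyl cyclase AC8, averaged 7.10 ± 0.11 (SD of log2 values, n = 5 arrays) in the amygdala of WT mice and 5.65 ± 0.19 (n = 5) in that of DKO mice. The log2 difference was −1.45 (standard error 0.093, −2.74 fc, adjusted p = 1.65e-06 by limma). In the hippocampus Adcy8 averaged 7.41 ± 0.21 in WT and 5.41 ± 0.23 in DKO mice, a log2 difference of −2.0 (standard error 0.111, −4.01 fc, adjusted p = 1.76e-07). Adcy1, which encodes AC1, averaged 9.29 ± 0.18 in the WT and 7.72 ± 0.05 in the DKO hippocampus, a log2 difference of −1.57 (standard error 0.077, −2.96 fc, adjusted p = 5.22e-08). In the amygdala it averaged 8.21 ± 0.18 in WT and 7.65 ± 0.11 in DKO mice, a log2 difference of −0.56 (standard error 0.092, −1.48 fc, adjusted p = 0.0181). Every DKO array lay below every WT array of its region for both genes. Adcy1 in the amygdala did not pass when the test named in the paper's methods took the place of limma (adjusted p = 0.389), when the time points were taken as blocks (adjusted p = 0.182), without the baseline arrays (adjusted p = 0.246) or without the DKO 48 hr array (adjusted p = 0.115). The paper relates the limit that AC1 missed in the amygdala to its low abundance there in WT mice.

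**Figure D1:**
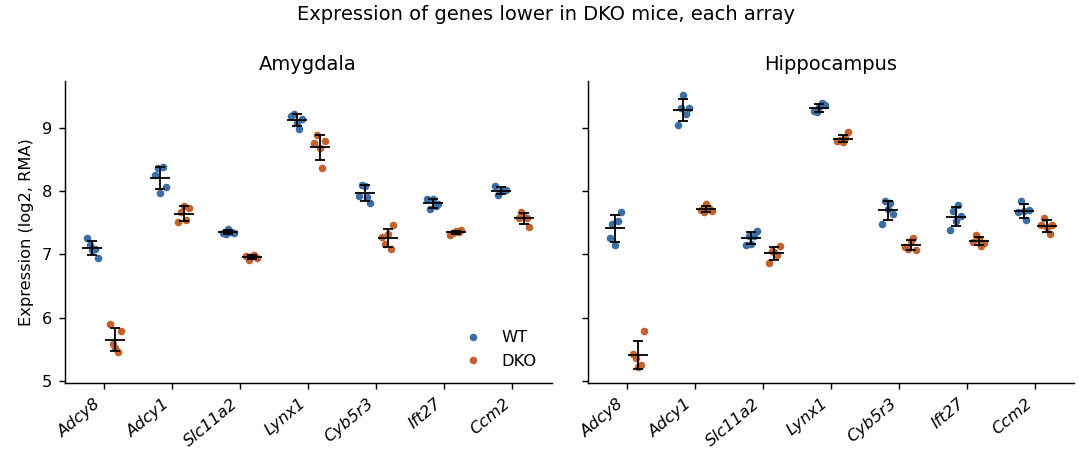
Log2 expression of 7 genes on each amygdala array (left) and each hippocampus array (right), with WT arrays in blue and DKO arrays in orange; bars give the mean and SD of 5 arrays. Adcy8 lies between 6.94 and 7.26 on the WT and between 5.46 and 5.89 on the DKO arrays of the amygdala, and Adcy1 between 9.04 and 9.53 on the WT and between 7.67 and 7.80 on the DKO arrays of the hippocampus.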

Decreased expression of a few other genes was observed using microarray in both the amygdala and hippocampus of DKO mice compared to those of WT mice (Table 1; Fig. 1A,C). 

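Cyb5r3, a cytochrome b5 reductase, was lower in DKO mice in both regions, with log2 differences of −0.71 in the amygdala (standard error 0.087, n = 5 arrays per genotype, adjusted p = 0.00102 by limma) and −0.55 in the hippocampus (standard error 0.073, adjusted p = 0.00187). Ift27, a small GTPase of intraflagellar transport that the paper lists as Rabl4, had log2 differences of −0.46 in the amygdala (standard error 0.066, adjusted p = 0.00603) and −0.39 in the hippocampus (standard error 0.071, adjusted p = 0.0652). Ccm2, a scaffold protein linked to cerebral cavernous malformations, was lower in the amygdala (−0.44, standard error 0.069, adjusted p = 0.0141) and had a difference of −0.23 with an adjusted p of 0.33 in the hippocampus. G530011O06Rik, on chromosome X, was lower in the amygdala (−0.50, adjusted p = 0.0384). The call of Ift27 in the hippocampus was lost without 7 of the 10 arrays left out in turn, and that of G530011O06Rik without 6 of 10. That of Ccm2 in the amygdala was lost after a further quantile normalization (adjusted p = 0.111 by limma). It was also lost with time points as blocks (0.182) and without the baseline arrays (0.207). The same 2 alternatives ended the call of G530011O06Rik (0.293 with blocks and 0.485 without the baseline arrays). The largest family of calls was formed by 17 transcript clusters that stand for near-identical copies of Gm10590 and of the chemokine gene family Ccl21, all of them lower in both regions. For the 4 that are paired with Gm10590 alone, whose values are identical, the difference was −0.85 in the amygdala (adjusted p = 0.000377) and −0.71 in the hippocampus (adjusted p = 0.000102), and the other 13 are paired with several symbols, so which copy they report is uncertain. Genes of striatal neurons lay lower in the DKO amygdala, with a median log2 difference of −0.34 over 25 genes (adjusted p = 1.49e-10 by camera with a preset correlation). None of them passed over all transcript clusters and 18 were lower adjusted over the list alone, among them the dopamine receptor Drd1 (−0.34), the regulator Rgs9 (−0.59) and the phosphodiesterase Pde10a (−0.60). The mean of the list was 8.24, 7.97 and 8.23 on the WT arrays of baseline, 0 hr and 1 hr, 7.82 and 7.72 on those of 48 hr and 1 wk, and between 7.64 and 7.82 on the DKO arrays. That list did not pass with adjusted p = 0.408 with an estimated correlation. The cAMP pathway list, 33 genes without Adcy1 and Adcy8, had a median of −0.12 (adjusted p = 9.06e-08 by camera), with 8 genes lower adjusted over the list alone, including Pde7b (−0.43), the kinase subunits Prkar2b (−0.35) and Prkar1b (−0.31) and the G protein subunit Gnal (−0.35). The mean of that list was 8.83, 8.76 and 8.84 on the WT arrays of baseline, 0 hr and 1 hr, 8.63 and 8.605 on those of 48 hr and 1 wk, and between 8.415 and 8.638 on the DKO arrays. The cAMP list had an adjusted p of 0.49 with an estimated correlation. Its WT means were high up to 1 hr and lower at 48 hr and 1 wk, as those of the striatal list were. Whether both lists show separate effects is not decided by these values. In the DKO hippocampus the thalamic list had a median of 0.27 over 16 genes (adjusted p = 4.93e-11 by camera), with Vav3 past the limit over all transcript clusters and 11 genes higher adjusted over the list alone, including the transcription factor Tcf7l2 (0.68), the protein kinase Prkcd (0.66) and the vesicular glutamate transporter Slc17a6 (0.60). The mean of that list lay between 7.024 and 7.144 on the WT arrays up to 48 hr, was 7.425 on that of 1 wk, and lay between 7.35 and 7.665 on the DKO arrays. Its adjusted p = 0.283 with an estimated correlation.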

Confirming our microarray data, we found using RT-PCR that Slc11a2 and Lynx1 are significantly decreased in DKO mice compared to expression levels in WT mice (Fig. 1B, D). Additional RT-PCR analysis of these genes with single knockout animals (AC1KO, AC8KO) suggests that these genes are not targeted by one specific Ca2+-stimulated AC as both single knockouts show similar reduction in expression levels.

**Figure 1:**
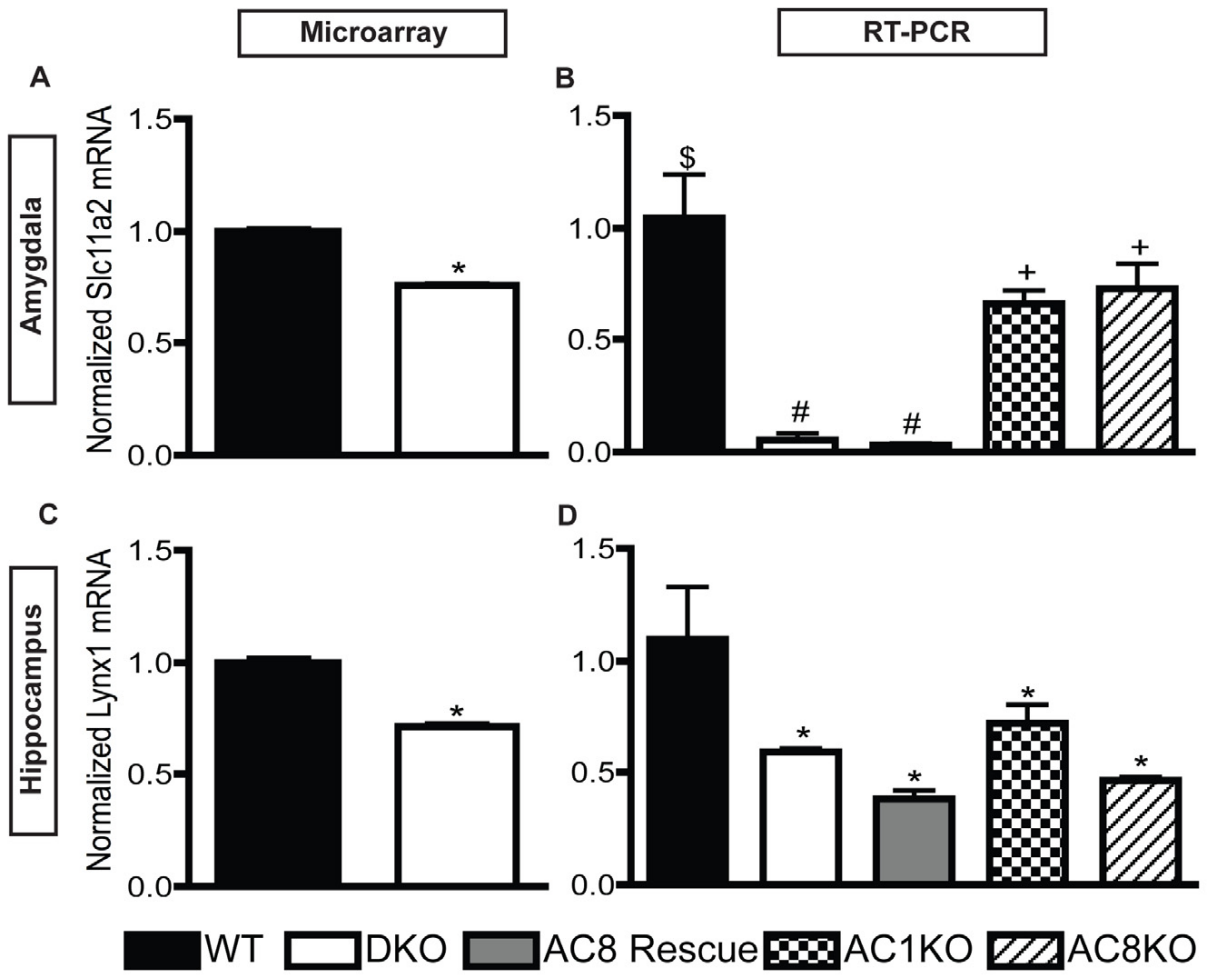
Developmental changes in DKO mice. Two genes identified with microarray analysis and showing the most significant change between WT and DKO mice, (**A**) Slc11a2 (n = 5, *p≤0.0001), with a −1.3 fold change, and (**B**) Lynx1 (n = 5, *p≤0.0001), with −1.4 fold change, were confirmed via RT-PCR. (**C**–**D**) Both RT-PCR results confirmed a significant decrease in Slc11a2 (n = 4–5, $ vs # p≤0.001; $ vs + p≤0.05; # vs +, p≤0.001) and Lynx1 (n = 4–5,*p≤0.05). RT-PCR results also reveal that these gene changes are not rescued in AC8 rescue mice, and therefore, do not modulate the CF learning changes, but rather, probably contribute to baseline changes. No differences in gene expression between AC1KO and AC8KO mice suggest that these genes are not targeted by one specific Ca2+-stimulated AC.

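Slc11a2, a transporter of iron and other divalent metals, averaged 7.35 ± 0.03 (SD of log2 values, n = 5 arrays) in the WT amygdala and 6.96 ± 0.03 in the DKO amygdala. The log2 difference of −0.39 (standard error 0.063, −1.31 fc) had an adjusted p of 0.0147 by limma. In the hippocampus it averaged 7.26 ± 0.10 in WT and 7.02 ± 0.10 in DKO mice, and the difference of −0.24 did not pass the test (adjusted p = 0.323). Lynx1, a modulator of nicotinic acetylcholine receptors, averaged 9.32 ± 0.06 in the WT hippocampus and 8.83 ± 0.06 in the DKO hippocampus. The log2 difference was −0.49 (standard error 0.056, −1.40 fc, adjusted p = 0.00032). In the amygdala Lynx1 averaged 9.12 ± 0.09 in WT and 8.70 ± 0.20 in DKO mice, and the difference of −0.43 did not pass (adjusted p = 0.259). Neither gene had an effect of genotype that differed between the regions past the limit. For Slc11a2 the call in the amygdala was lost without the baseline arrays (adjusted p = 0.183) and with the time points as blocks (adjusted p = 0.191). For Lynx1 in the amygdala, the fit of all 20 arrays together gave an adjusted p of 0.00956.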

### Microarray analysis of gene expression changes after CF learning

#### Amygdala

We find that the aggregate pattern of gene expression changes in the amygdala occurring after CF learning is similar between WT and DKO mice, but the relative number of genes differs between the two genotypes. 

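In the amygdala of WT and of DKO mice, Egr2, an activity-induced transcription factor, stood above baseline at 1 hr, by a log2 change of 1.11 in WT and 0.91 in DKO mice. Snord14e, a small nucleolar RNA encoded in an intron of Hspa8, stood higher at that time by 1.14 and 1.31. It was the only transcript cluster past the limit when the genotypes were taken as replicates (log2 change 1.23 at 1 hr, n = 2 arrays, adjusted p = 0.0154 by limma), a call lost without 5 of the 10 arrays left out in turn. At 0 hr the lists of the genotypes shared 19 genes that were lower, among them the choroid plexus genes Ttr, the carrier of thyroid hormone and retinol (log2 change −2.06 in WT and −2.90 in DKO mice), Ecrg4 (−2.02 and −2.36), the chloride channel protein Clic6 (−1.46 and −1.50), the anti-ageing protein Kl (−1.15 and −1.52) and the potassium channel Kcnj13 (−0.89 and −1.27). Together 22 genes reached 1.5-fold in the same direction in both genotypes at 0 hr and 6 in opposite directions, where 0.47 and 0.53 would by chance. The counts were 3 in the same direction and 2 in opposite directions at 1 hr, and 16 and 10 at 48 hr. At 1 wk they were 5 and 60, where chance would give 3.92 and 3.34. Against the mean of both baseline arrays 20, 4, 15 and 3 were in the same direction at 0 hr, 1 hr, 48 hr and 1 wk. In opposite directions were then 0, 5, 0 and 2. That reference mixes the genotypes, so a standing difference between them enters these changes. After a further quantile normalization 6, 0, 20 and 55 were in opposite directions. Of 40 immediate early genes the median change at 1 hr was 0.24 over the amygdala arrays (camera with a preset correlation, adjusted p = 1.34e-19), and only Egr2 and the poly(ADP-ribose) polymerase Tiparp were higher adjusted over the list alone. Its adjusted p = 0.282 with an estimated correlation.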

Chi-square analysis reveals that WT mice have significantly more upregulated genes than DKO mice at 48 hr (94 vs 6; p≤0.05) and 1 wk (145 vs 66; p≤0.05) (Fig. 2B), while DKO mice have more upregulated genes at 1 hr than WT mice (28 vs 6; p≤0.05). Additionally, WT mice have significantly more downregulated genes than DKO mice at every time point in the amygdala (Fig. 2D).

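Above baseline by 1.5-fold or more were 54 genes at 0 hr, 23 at 1 hr, 270 at 48 hr and 404 at 1 wk in the WT amygdala, and 74, 65, 24 and 153 in the DKO amygdala. In DKO mice at 1 hr these included the immediate early genes Tiparp (log2 change 0.92), Nr4a2, an orphan nuclear receptor (0.87), and Ptgs2, an inducible prostaglandin synthase (0.70), and Neurod6, a transcription factor of excitatory neurons (0.83). In WT mice at 1 hr they included Egln3, a prolyl hydroxylase of the hypoxia pathway (0.75), the RNA-binding protein Larp6 (0.66), the stress-induced gene Gadd45b (0.69) and the activity-dependent transcription factor Npas4 (0.64). At 48 hr the WT amygdala had higher Prp2, a proline-rich secreted protein (1.07), Krtap10-10, a keratin-associated protein (1.03), the homeobox gene Rhox6 (1.01) and Ccdc9b (0.88). The hippocampus-enriched list, 21 genes, had a median log2 change of 0.32 on that array, where 95% of random lists of like level lay between −0.10 and 0.17. Its members Tdo2, a tryptophan dioxygenase (0.86), Prox1, a transcription factor of granule cells (0.72), the desmosomal gene Dsp (0.66) and the signalling factor Lefty1 (0.64) were past 1.5-fold. At 1 wk the WT amygdala had Krtap10-10 at 1.39 and Btnl5-ps, a butyrophilin-like pseudogene, at 0.98 on 1 of its 3 transcript clusters. The DKO amygdala at 1 wk had the microRNA gene Mir376b at 1.16 and Rbm11, a splicing regulator, at 1.03. Chemoreceptor and epithelial families, 1346 genes that include the olfactory receptors and keratin-associated proteins, had medians of 0.106 at 48 hr and 0.145 at 1 wk in WT mice, with 21 and 52 genes above baseline by 1.5-fold, and medians of −0.021 and −0.061 in DKO mice, with 9 and 1. For random lists of like level 95% of medians lay between 0.071 and 0.098 at 48 hr and between 0.107 and 0.132 at 1 wk in WT mice, and between −0.060 and −0.036 and between −0.055 and −0.035 in DKO mice. The median of the whole WT amygdala array was 6.707 (log2) at baseline, 6.819 at 48 hr and 6.826 at 1 wk. With each array median-centred the counts were 77 for WT and 92 for DKO mice at 48 hr and 102 and 203 at 1 wk. Against the mean of both baseline arrays they were 13 and 32 at 48 hr and 23 and 25 at 1 wk. At 1 hr they were 88 and 13 against that mean and 51 and 9 against the median of the 5 arrays. DKO mice kept the higher count at 1 hr after a further quantile normalization (22 and 62) and with median centring (29 and 76).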

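Below baseline by 1.5-fold or more were 106 genes at 0 hr, 75 at 1 hr, 288 at 48 hr and 281 at 1 wk in the WT amygdala, and 51, 27, 181 and 58 in the DKO amygdala. In the WT amygdala at 1 hr the lowest were the choroid plexus genes Ecrg4 (log2 change −2.37), Ttr (−2.20), Calml4, a calmodulin-like protein (−1.73), and Kcne2, a potassium channel subunit (−1.47). Of the 33 choroid plexus genes, 20 at 0 hr, 23 at 1 hr and 16 at 48 hr were below baseline by 1.5-fold in WT mice, with medians of −0.72, −0.74 and −0.56, while at 1 wk the median was 0.13. In DKO mice 16 were below it at 0 hr, with a median of −0.58, and 6 at 48 hr, with a median of −0.38, while at 1 hr the median was −0.07. With the genotypes as replicates the list was lower at 0 hr (median −0.59 over 2 arrays, adjusted p = 1.66e-65 by camera with a preset correlation, adjusted p = 0.362 with an estimated correlation). No choroid plexus gene passed over all transcript clusters at 0 hr, and 23 were lower adjusted over the list alone. Genes of striatal neurons lay below baseline in the WT amygdala, with 11 of 25 past 1.5-fold at 48 hr (median −0.52) and 15 at 1 wk (median −0.61). At 48 hr they included the dopamine receptor Drd1 (−0.86), Rgs9, a regulator of G protein signalling (−0.86), Pde10a, a phosphodiesterase (−0.82), Tac1, the precursor of substance P (−1.07), and Adcy5, an adenylyl cyclase of the striatum (−0.59). In the DKO amygdala the striatal median was −0.05 at 48 hr and 0.18 at 1 wk. The stress peptide gene Crh stood at −1.05 in WT and 0.14 in DKO mice at 48 hr. At 1 wk genes among the lowest of the WT amygdala were Nexn, an actin-binding protein (−1.80), the splicing factor Tra2b (−1.55 on 1 transcript cluster and −0.08 on its other) and the zinc finger genes Zfp672 (−1.40) and Zfp617 (−1.37). In the DKO amygdala at 48 hr Iqgap2, a scaffold protein (−0.94), Pakap (−0.95), Vpreb1 (−0.88) and the NMDA receptor subunit Grin2a (−0.81) were among the lowest. Against the mean of both baseline arrays 29 genes in WT and 37 in DKO mice lay below by 1.5-fold at 0 hr, and 44 and 269 at 48 hr. At 48 hr 652 genes in WT and 47 in DKO mice were below it with each array median-centred, and 319 and 72 after a further quantile normalization.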

**Figure 2:**
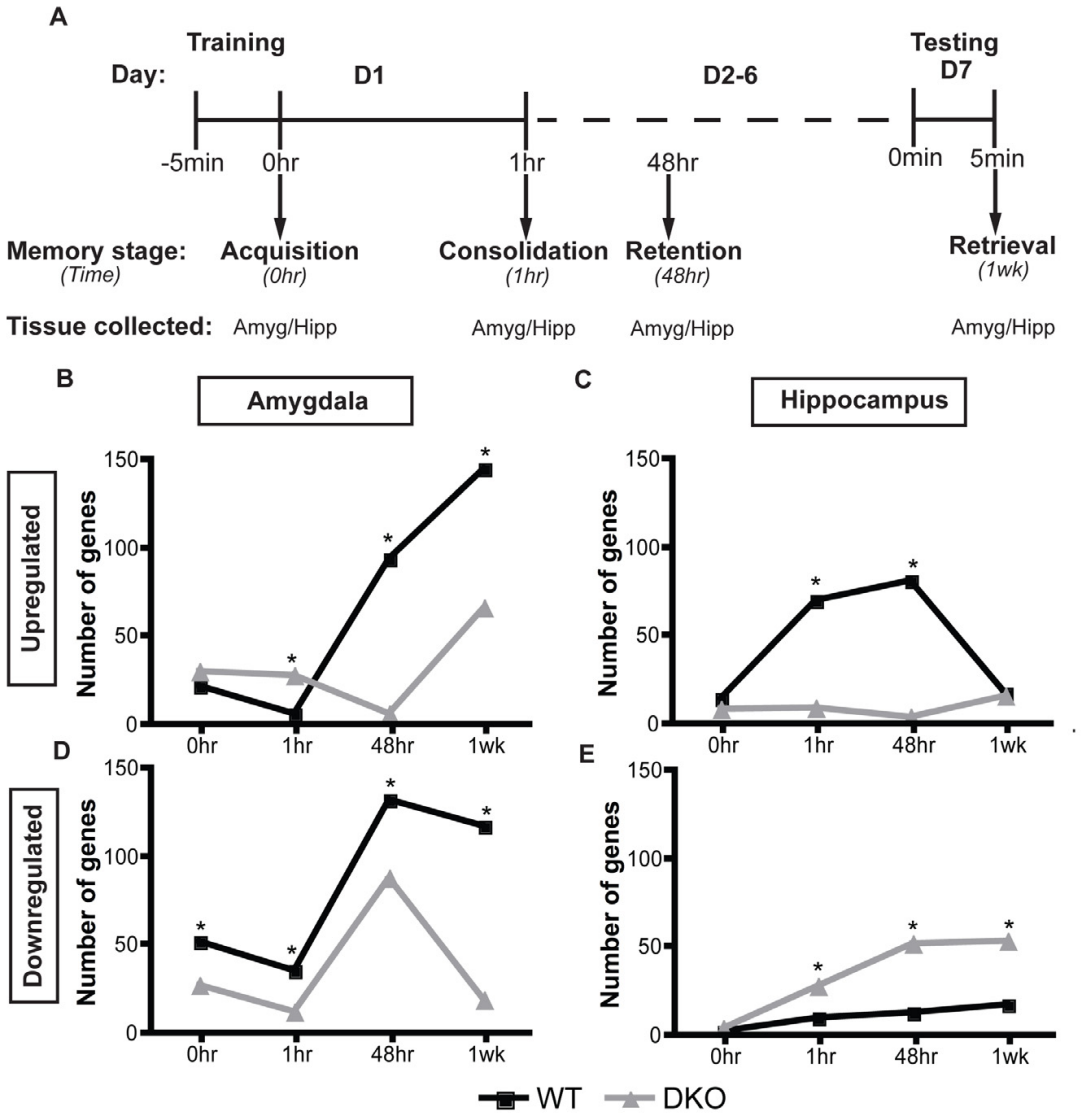
Microarray analysis setup and gene expression changes. (**A**) Amygdala and hippocampal micropunches were taken at baseline and four time points across CF learning (0 hr, 1 hr, 48 hr, 1 wk) in WT and DKO mice (1 array per genotype/brain region/time point). The number of genes showing a ±1.5 fold change from baseline is graphed. (**B**, **D**) WT mice show the largest change in gene expression at the 48 hr and 1 wk time points in the amygdala and (**C**, **E**) at the 1 hr and 48 hr time points in the hippocampus. Overall, DKO mice show a suppression in gene expression changes, except at 1 hr in the amygdala when DKO mice show more gene changes that WT mice (* Chi-square, WT vs DKO p≤0.05).

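Taking both directions together, 160 genes at 0 hr, 98 at 1 hr, 558 at 48 hr and 685 at 1 wk were past 1.5-fold in the WT amygdala, and 39, 167, 195 and 83 in the WT hippocampus. In DKO mice they were 125, 92, 205 and 211 in the amygdala and 38, 71, 111 and 132 in the hippocampus. A gene with transcript clusters past 1.5-fold in both directions enters these totals once for each direction. The WT amygdala had 1, 2 and 3 such genes at 1 hr, 48 hr and 1 wk. The DKO hippocampus had 1 at 0 hr. The median of the 5 arrays of a region and genotype was also taken as reference in place of the baseline array. The WT amygdala then had 51 genes higher and 30 lower at 1 hr and 20 higher and 40 lower at 48 hr. The DKO amygdala had 9 higher and 4 lower at 1 hr and 13 higher and 97 lower at 48 hr. DKO mice thus had more at 48 hr, as against the mean of both baseline arrays (57 in WT and 301 in DKO mice). Under the other alternatives, such as a further quantile normalization (436 and 163), WT mice had more at 48 hr.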

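Egr2, an immediate early transcription factor, rose at 1 hr when the 4 groups of region and genotype were taken as replicates, with a log2 change of 1.08 (standard error 0.13, n = 4 arrays per time point, adjusted p = 0.00118 by limma). Snord14e, the small nucleolar RNA, rose at 0 hr by 0.87 (standard error 0.125, adjusted p = 0.0334), at 1 hr by 1.22 (adjusted p = 0.000189) and at 1 wk by 0.88 (adjusted p = 0.0293), and did not pass at 48 hr. Sgk1, a kinase gene induced by glucocorticoids, rose at 1 hr by 0.51 (standard error 0.085, adjusted p = 0.043) and Sap30, a subunit of a histone deacetylase complex, by 0.48 (standard error 0.082, adjusted p = 0.0469). The other 3 transcript clusters past the limit at 1 hr were 1 with no symbol and 2 that are paired with Snord14d, Snord14c and Hspa8 together, with changes of 1.19 and 1.18, so which of these genes they report is uncertain. Hspa8's own transcript clusters had changes of −0.02, −0.04 and −0.08 on the WT amygdala array at 1 hr. Only Snord14e passed at 0 hr and at 1 wk and none at 48 hr, and 745, 1778, 1036 and 900 transcript clusters had an unadjusted p under 0.05 at the 4 time points. Sgk1 did not pass after a further quantile normalization (adjusted p = 0.088) and Sap30 not with each array median-centred (adjusted p = 0.0855). Leaving out 1 array in turn, the calls of Sgk1 and Sap30 were lost in 15 of 20 cases each and those of Snord14e in 15 at 0 hr and 11 at 1 wk. The glucocorticoid-responsive list was higher at 1 hr, with a median of 0.27 over 22 genes (adjusted p = 6.88e-14 by camera, adjusted p = 0.0337 with an estimated correlation). Only Sgk1 passed over all transcript clusters, and 10 genes were higher adjusted over the list alone, including the chaperone Fkbp5 (0.39), the NF-kappaB inhibitor Nfkbia (0.29), the thioredoxin regulator Txnip (0.35), the transcription factors Klf9 (0.27) and Bcl6 (0.37) and the metallothionein Mt2 (0.35). The immediate early list had a median of 0.17 over 40 genes (adjusted p = 5.07e-17 by camera, adjusted p = 0.0575 with an estimated correlation), with only Egr2 past the limit over all and 11 genes higher adjusted over the list alone, including the synaptic genes Arc (0.42) and Homer1 (0.35), the phosphatase Dusp1 (0.33), Nr4a1 (0.29) and Egr1 (0.36). No transcript cluster passed for the difference between WT and DKO mice in these changes at any time point by limma, where 1472, 554, 3767 and 5152 had an unadjusted p under 0.05 at 0 hr, 1 hr, 48 hr and 1 wk. Without the WT hippocampus baseline array 854 passed at 1 wk. In simulated data with the same arrays and a difference of 1.5-fold, that test found 3.5% of the changed transcript clusters, and 77.5% at a difference of 2-fold. From the numbers of genes past 1.5-fold the paper concludes that DKO mice show a suppression of gene expression changes, apart from 1 hr in the amygdala.

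**Figure D2:**
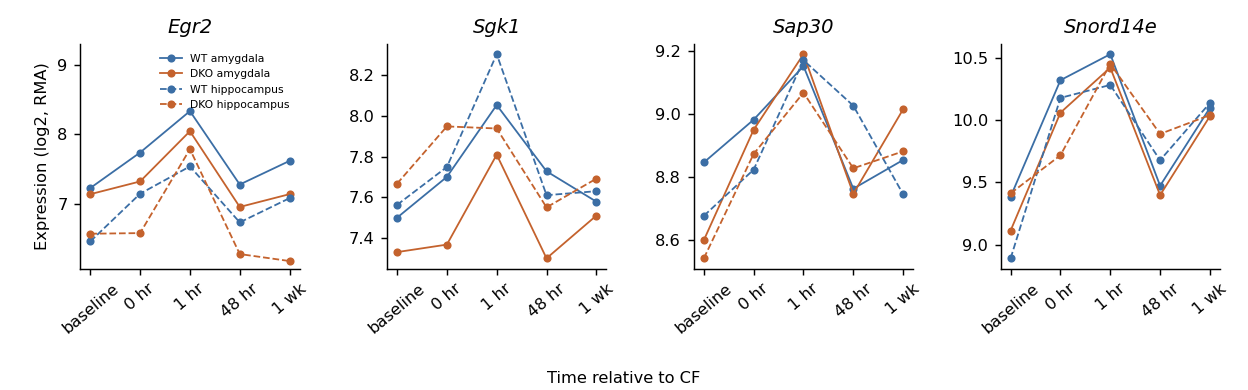
Log2 expression of Egr2, Sgk1, Sap30 and Snord14e on each array against time relative to CF, with WT mice in blue and DKO mice in orange, the amygdala as solid and the hippocampus as dashed lines; each point is 1 array. Egr2 peaks at 1 hr in all 4 groups, and the WT hippocampus has the highest Sgk1 at 1 hr.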

Using the STEM software, we clustered individual genes into groups based on their changes across time and according to whether they showed up or downregulated gene expression (Fig. 3; Tables S8 and S9). 

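The neuropeptide genes Tac1, Crh and Nts lay below baseline in the WT amygdala at 48 hr, and Nts had a log2 change of −0.69 there. In the DKO amygdala at 1 wk Nts, the neurotensin gene, stood at 0.79, Tac1 at 0.60 and Grp, the gastrin-releasing peptide gene, at 0.62. Of the genes past 1.5-fold at any time point, 581 had their largest change upward and 500 downward in the WT amygdala (53.7% upward of 1081), and 238 and 263 in the DKO amygdala (47.5% upward of 501). With a further quantile normalization the upward share was 33.0% in WT and 62.0% in DKO mice, with transcript clusters above the median level alone 32.8% and 59.4%, and against the mean of both baseline arrays 50.4% and 19.0%.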

Within the amygdala, DKO mice show a predominance of clusters with downregulated expression over time, but 4 out of 9 clusters are similar between WT and DKO mice. Further analysis of these clusters (Table S8) reveals that there is minimal overlap in the specific genes that fall within the same cluster between WT and DKO mice. Therefore, we conducted a heat map analysis on the most significant WT cluster in the amygdala (Fig. 4) to determine how the same set of genes changed between the WT and DKO mice. The WT heat map represents the expression changes of the genes falling into this cluster. The DKO heat map represents expression levels of those same genes and depicts how they are differentially modulated relative to WT mice. 

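The 107 genes listed for the leading WT amygdala cluster, 90 of which are paired with a transcript cluster of their own, include Chrm4, a muscarinic receptor, Lhx2, a LIM homeobox factor, the protease Mmp9, the cytokine Il13, the neurotrophic factor Nrtn, Trp63, a relative of p53, and the menthol-sensitive channel Trpm8. In WT mice the median log2 change of the 90 genes was 0.29 at 0 hr, 0.14 at 1 hr, 0.63 at 48 hr and 0.49 at 1 wk. In DKO mice it was −0.09, −0.14, −0.15 and −0.20, and 67, 73, 71 and 82 of the 90 genes had a negative change. For random lists of like level 95% of the DKO medians lay between −0.06 and 0.03 at 0 hr, between −0.08 and 0.02 at 1 hr, between −0.17 and −0.07 at 48 hr and between −0.11 and −0.02 at 1 wk. Of examples chosen after their values were seen, Chrm4 had a log2 change of 0.74 in WT and −0.42 in DKO mice at 48 hr, Mmp9 0.63 and −0.39, Trp63 0.66 and −0.33, Nrtn 0.66 and −0.29, the keratin Krt17 0.64 and −0.67, the olfactory receptor Olfr118 0.91 and −0.66, and Lhx2 0.68 and 0.09. The baseline array of DKO mice had a higher value than that of WT mice for all 90 genes, with a median difference of 0.53. Against the mean of both baseline arrays 12 of the 90 genes were negative in DKO mice at 0 hr, 21 at 1 hr, 19 at 48 hr and 26 at 1 wk. The median level of the 90 genes on the WT baseline array was 5.77, below the medians of whole arrays.

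**Figure D3:**
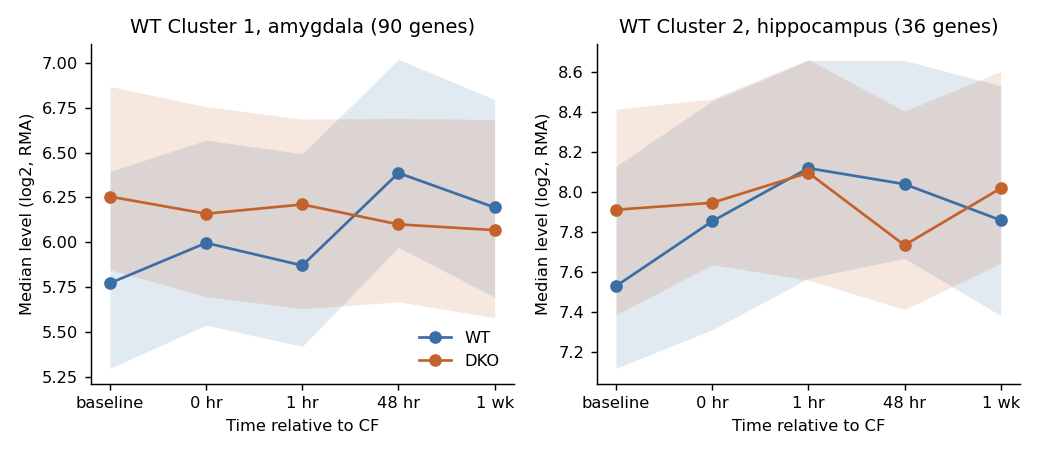
Median log2 expression of the genes of the leading WT cluster of the amygdala (left) and of the hippocampus (right) on each array against time relative to CF, with WT mice in blue and DKO mice in orange; shading spans the middle 50% of genes. In the amygdala the WT median moves from 5.77 to 6.39 at 48 hr and the DKO median from 6.25 to 6.10.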

Virtually all of these genes show the opposite regulation within the amygdala between WT and DKO mice. This observation is further supported when comparing the ±1.5 fc gene lists between WT and DKO mice within the amygdala (Table S5).

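Genes past 1.5-fold in opposite directions in the WT and the DKO amygdala at 1 wk included 44 that were lower in WT and higher in DKO mice, among them Nexn (log2 change 0.68 in DKO mice), Pgap1, a lipid remodelling enzyme (−1.32 and 0.79), Neurod6 (−0.94 and 0.60) and the chaperone Dnajb9 (−0.64 and 0.64). Higher in WT and lower in DKO mice were 16, among them Trio (0.89 and −0.64), Tns1, a focal adhesion protein (0.96 and −0.66), and Prp2 (−0.69 in DKO mice). Past 1.5-fold in opposite directions at 1 wk were 2 genes against the mean of both baseline arrays and 2 against the median of the 5 arrays of a genotype. Trio, Tns1 and Pgap1 have several transcript clusters, which differed. At 48 hr 14 of the 16 genes past 1.5-fold in the same direction were lower in both genotypes, and these included Ecrg4 (−2.33 in WT mice), Cox8b, Kcne2, Kcnj13, Kl and the coagulation factor F5.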

**Figure 3:**
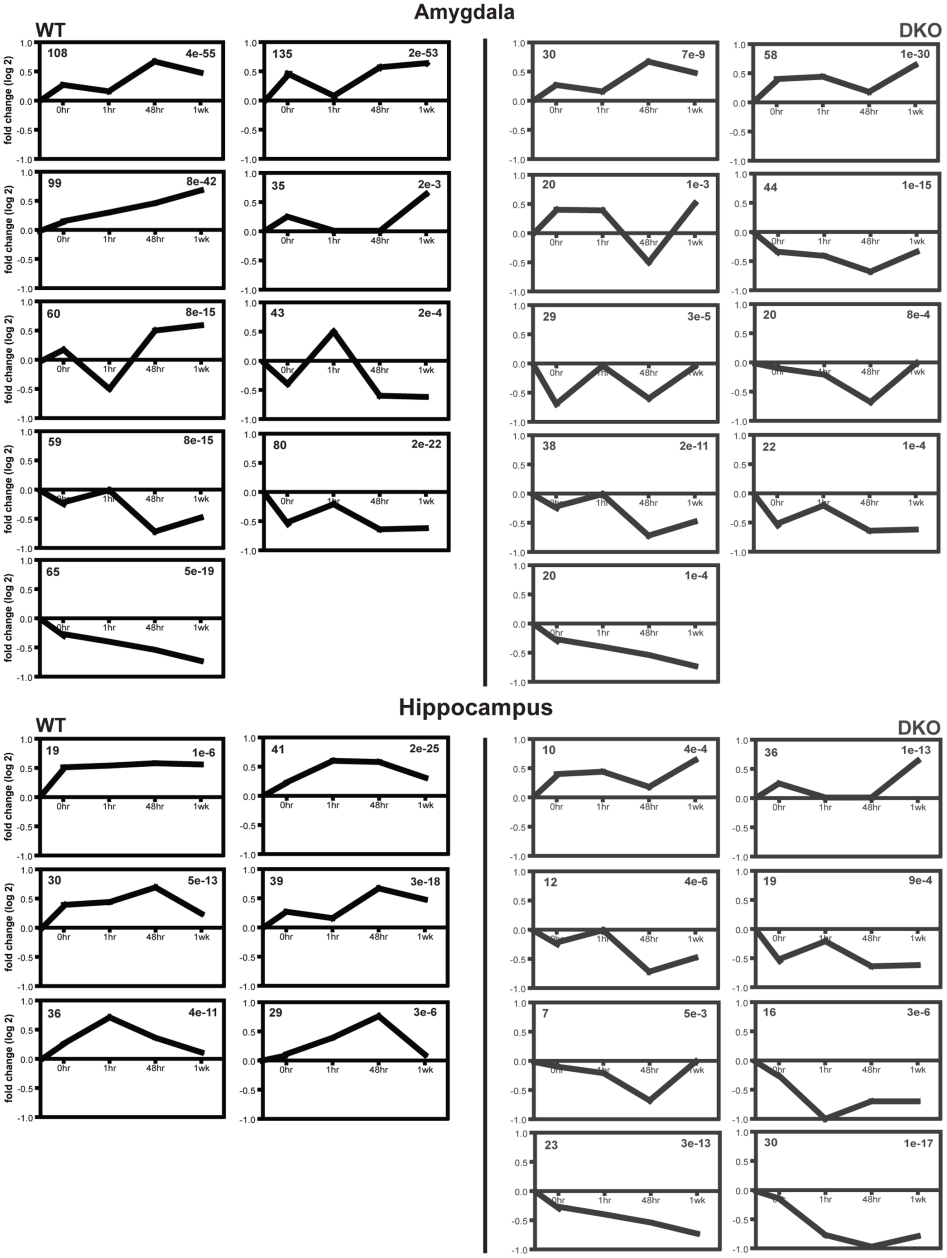
Cluster analysis reveals the most represented expression pattern changes occuring over time after CF learning. Amygdala results reveal a balance between up and downregulated gene changes in WT mice. DKO mice reveal an overall decrease in gene expression within the amygdala over time. Four similar clusters are found between both the WT and DKO mice in the amygdala. WT mice show a consistent upregulation in gene expression over time within the hippocampus; whereas, DKO mice genes tend to be downregulated over time except for two clusters. No two clusters are alike between WT and DKO mice. The number in the upper left corner represents the number of genes in the cluster and the number in the upper right reveals the p-value.

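In the hippocampus 344 of the 397 genes past 1.5-fold at any time point had their largest change upward in WT mice (86.6%) and 84 of 237 in DKO mice (35.4%). The calcitonin receptor partner Ramp3 and the aldo-keto reductase Akr1b10 (log2 change 0.87 at 1 wk) were among those higher in DKO mice, and Vwc2l, a secreted neural protein, stood at 1.09, 0.62, 1.41 and 1.16 in WT mice and at −0.64, −0.43, −0.40 and −0.48 in DKO mice over the 4 time points. With a further quantile normalization the upward shares were 69.7% in WT and 49.5% in DKO mice, and against the mean of both baseline arrays 67.7% and 58.6%.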

**Figure 4:**
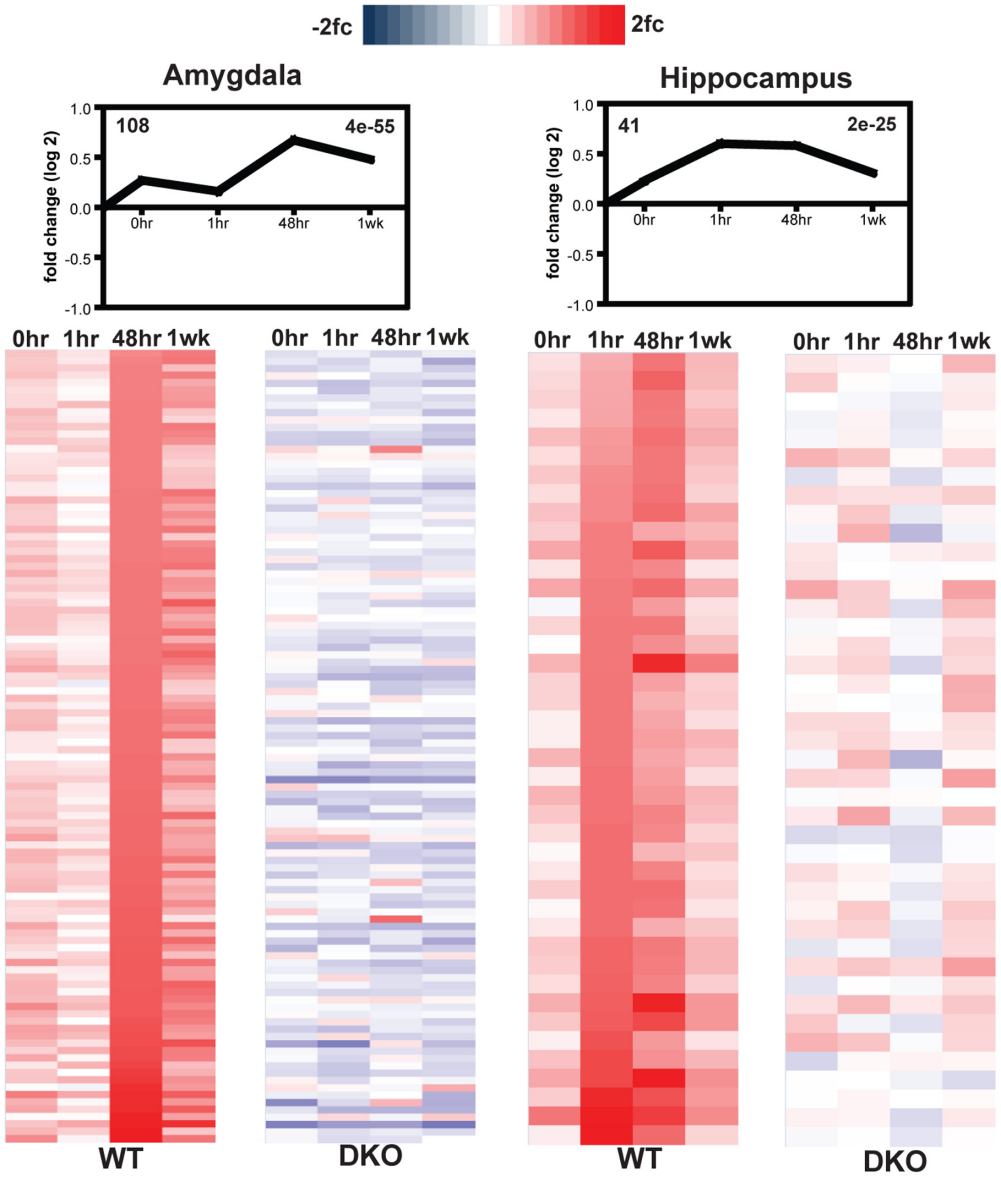
Heat map analysis reveals divergent gene expression changes. A heat map was generated for the most significant cluster in each brain region of WT mice. The gene changes are mapped in the WT mice, and the respective changes in expression of the same genes are mapped in the DKO mice. (**A**) The amygdala results reveal not only a suppression, but opposing regulation in gene expression in DKO mice. (**B**) The hippocampal results reveal an overall suppression in gene changes within DKO mice.

We also determined whether the genes that changed after CF learning in DKO mice were functionally related to the genes that change in WT mice (Table 2). We defined the top 5 functional categories represented by genes changed after CF learning in WT mice and compared the number of genes that changed in DKO mice within the same 5 functional categories. Within the top 5 functional categories, DKO mice show considerably fewer genes relative to WT mice across all time points, except for genes upregulated at 1 hr where DKO mice show a greater number of gene changes, which is consistent with the gene expression pattern changes seen in Figure 2. Functional analysis reveals that the decrease in transcriptional changes may be largely due to the lack of changes in genes that modulate cellular transcription (GO: 0006350). Moreover, DKO mice have deficits in cell signaling as they show a decrease in number of genes that fall into the cell communication (GO: 0007154) and signal transduction (GO: 0007165) functional categories.

**Table 2:** Top 5 functions represented by each respective gene list.

	Number of genes (compared to baseline)							
BIOLOGICAL PROCESS	0 hr		1 hr		48 hr		1 wk	
Amygdala, Upregulated	WT	DKO	WT	DKO	WT	DKO	WT	DKO
Cellular nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (GO:0006139)	5	3	1	11	21	0	34	13
Cell communication (GO:0007154)	2	7	2	6	17	0	34	14
Cell differentiation (GO:0030154)	2	3	2	8	21	0	30	7
Cellular transcription (GO:0006350)	4	2	1	8	19	0	26	7
Signal transduction (GO:0007165)	1	7	1	4	15	0	29	14
**Amygdala, Downregulated**								
Cell communication (GO:0007154)	11	4	5	2	30	18	25	7
Cellular nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (GO:0006139)	4	1	2	1	31	16	28	4
Signal transduction (GO:0007165)	9	4	5	2	27	13	23	7
Protein metabolic process (GO:0019538)	6	4	1	3	26	16	22	4
Transport (GO:0006810)	10	6	7	2	21	16	17	1
**Hippocampus, Upregulated**								
Cellular nucleobase, nucleoside, nucleotide and nucleic acid metabolic process (GO:0006139)	6	0	20	2	21	0	5	4
Cellular transcription (GO:0006350)	5	0	10	2	15	0	5	0
Cell communication (GO:0007154)	3	1	12	1	15	1	4	0
Protein metabolic process (GO:0019538)	2	0	15	2	10	1	2	2
Signal transduction (GO:0007165)	2	1	8	1	13	1	2	0
**Hippocampus, Downregulated**								
Cell communication (GO:0007154)	0	1	3	5	4	12	5	8
Signal transduction (GO:0007165)	0	1	2	5	4	12	5	8
Transport (GO:0006810)	0	0	2	8	3	11	4	9
Cell differentiation (GO:0030154)	0	0	2	3	3	6	2	9

#### Hippocampus

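Above baseline by 1.5-fold or more were 35 genes at 0 hr, 146 at 1 hr, 169 at 48 hr and 61 at 1 wk in the WT hippocampus, and 22, 19, 15 and 46 in the DKO hippocampus. At 0 hr the immediate early genes Egr2 (log2 change 0.69) and Junb (0.65) were past 1.5-fold in WT mice, with Trh, the thyrotropin-releasing hormone gene, at 0.61. At 1 hr Egr2 was past it in both genotypes, at 1.08 in WT and 1.22 in DKO mice, as was Snord14e, at 1.39 and 1.04. The WT hippocampus at 1 hr also had the HSP90 partner Chordc1 at 0.78, Sgk1 at 0.74 and Txnip at 0.67. With the genotypes as replicates no transcript cluster passed at any time point by limma, where 662, 1693, 1614 and 1254 had an unadjusted p under 0.05 at 0 hr, 1 hr, 48 hr and 1 wk. The glucocorticoid-responsive list was higher at 1 hr in that test (median 0.28, adjusted p = 5.93e-09 by camera, adjusted p = 0.565 with an estimated correlation), with 11 of its 22 genes higher adjusted over the list alone. On the WT array of 48 hr the mean of the amygdala-enriched list was 7.283, the highest of the hippocampus arrays. It was 7.051 on the WT baseline array. The neuropeptide list had a median log2 change of 0.35 at 48 hr, where 95% of random lists of like level lay between 0.00 and 0.17. Its members Nts (1.34), Tac1 (0.98), Penk, the enkephalin precursor (0.94), Crhbp, a binding protein of stress peptides (0.81), Pcsk1, a prohormone convertase (0.75), and Grp (0.74) were past 1.5-fold, as were the axon guidance factor Sema3a (1.27), Resp18, a protein of secretory granules (1.13), and the GABA receptor subunits Gabra3 (0.93), Gabrg1 (0.63) and Gabrg3 (0.61). At 1 wk the thalamic list had a median of 0.34 in WT mice, with the vesicular transporter Slc17a6 (0.85), the calcium-binding protein Calb2 (0.74) and Tcf7l2 (0.59) past 1.5-fold. With a further quantile normalization 31 genes in WT and 48 in DKO mice were higher at 1 wk. Against the mean of both baseline arrays 43 and 34 were higher at 1 hr, 61 and 31 at 48 hr and 14 and 85 at 1 wk. That mean adds part of any standing difference between the genotypes to the changes. With it the disrupted genes Adcy1 and Adcy8 counted as higher in WT and lower in DKO mice at 0 hr and 48 hr. At 0 hr 17 and 23 were higher after that normalization and 10 and 35 against that mean. They were 13 and 23 with median centring and 4 and 27 against the median of the 5 arrays. WT mice kept the higher count at 0 hr with transcript clusters above the median level alone (16 and 6) and under the remaining alternatives.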

WT mice have significantly more upregulated genes than DKO mice in the hippocampus at 1 hr (70 vs 9; p≤0.05) and 48 hr (81 vs 4; p≤0.05)(Fig. 2C). However, the converse is true for downregulated genes, of which DKO mice have significantly more than WT mice at 1 hr (28 vs 10; p≤0.05), 48 hr (52 vs 13; p≤0.05), and 1 wk (53 vs 17; p≤0.05) (Fig. 2E).

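Below baseline by 1.5-fold or more were 4 genes at 0 hr, 21 at 1 hr, 26 at 48 hr and 22 at 1 wk in the WT hippocampus, and 16, 52, 96 and 86 in the DKO hippocampus. Choroid plexus genes were the lowest in DKO mice from 1 hr on. Ttr, the carrier of thyroid hormone and retinol, had log2 changes of −3.09 at 1 hr, −2.33 at 48 hr and −3.22 at 1 wk in DKO mice, Ecrg4 −2.71, −2.36 and −2.40, Kcne2 −1.69, −2.17 and −1.67, the serotonin receptor Htr2c −1.89, −1.27 and −1.41, and Kl −1.18, −1.46 and −1.30. In WT mice Ttr stood at −1.32 at 48 hr and −2.59 at 1 wk and Ecrg4 at −1.97 and −1.99. The list of 33 choroid plexus genes had medians of −0.20, −0.70, −0.90 and −0.86 in DKO mice, with 20 genes below baseline by 1.5-fold at 1 hr, 24 at 48 hr and 26 at 1 wk, and of −0.07, 0.10, −0.42 and −0.40 in WT mice, with 8 at 48 hr and 10 at 1 wk. With the genotypes as replicates the list was lower at 48 hr (median −0.62, adjusted p = 4.76e-32 by camera, adjusted p = 0.913 with an estimated correlation) and at 1 wk (median −0.68, adjusted p = 7.8e-55 by camera, adjusted p = 0.267 with an estimated correlation), with no gene past the limit over all transcript clusters and 24 and 30 genes lower adjusted over the list alone. The meningeal and fibroblast list, 21 genes, had a median of −0.357 in the WT hippocampus at 1 hr, where 95% of random lists of like level lay between −0.053 and 0.130, with 18 genes negative and 5 below baseline by 1.5-fold, among them the retinoid-binding protein Crabp2 (−0.86), the connexin Gjb2 (−0.75), the transcription factor Foxd1 (−0.68) and the retinoic acid enzyme Aldh1a2 (−0.66). The smooth muscle actin Acta2 stood at −1.0 on that array. Nts stood at −1.07, −0.60, −1.44 and −1.44 in DKO mice over the 4 time points. Without the genes of the choroid plexus, ependymal, meningeal and striatal lists the counts were 16 in WT and 30 in DKO mice at 1 hr, 15 and 70 at 48 hr, and 9 and 57 at 1 wk. With each array median-centred they were 32 and 55 at 48 hr and 43 and 65 at 1 wk. Against the median of the 5 arrays of a region and genotype they were 8 and 12 at 48 hr. At 1 wk they were 13 in WT and 4 in DKO mice against that median.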

Cluster analysis of individual gene changes in the hippocampus reveals that there are no similar cluster patterns between the WT and DKO mice (Fig. 3; Tables S8 and S9). Only clusters upregulated over time are statistically significant in WT mice with the 1 hr and 48 hr time points showing the largest increases in gene number. DKO mice, however, show a predominance of clusters with downregulated expression over time in the hippocampus. 

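The 41 genes listed for the leading WT hippocampus cluster, 36 of which are paired with a transcript cluster of their own, include subunits and partners of RNA polymerase II (Taf2, Taf5, Taf12 and Polr2f), the histone demethylase Kdm3a, the repressor Bcl6, the cation channel Trpc4 and Ppp1r3c, a regulator of glycogen synthesis. In WT mice the median log2 change of the 36 genes was 0.23 at 0 hr, 0.59 at 1 hr, 0.55 at 48 hr and 0.32 at 1 wk. In DKO mice it was 0.108, 0.163, −0.027 and 0.158, with 10, 2, 24 and 4 of the 36 genes negative. For random lists of like level 95% of the DKO medians lay between −0.060 and 0.035 at 0 hr, between −0.024 and 0.067 at 1 hr, between −0.134 and −0.034 at 48 hr and between −0.037 and 0.076 at 1 wk, so the DKO median was above that range at all 4 time points. Beside Taf2, which a supplementary table of the paper lists, the examples were chosen after their values were seen. Taf2 had a log2 change of 0.64 in WT and 0.23 in DKO mice at 1 hr, Taf5 0.62 and 0.23, Taf12 0.52 and 0.09, Polr2f 0.54 and 0.18, Kdm3a 0.57 and 0.13, Bcl6 0.57 and 0.38, Trpc4 0.61 and 0.35, and Ppp1r3c 0.62 and 0.44. At 48 hr Trpc4 stood at 0.43 in WT and −0.50 in DKO mice. The DKO baseline array had a higher value than the WT baseline array for all 36 genes, with a median difference of 0.34. With a further quantile normalization 36.1% of the genes were negative in DKO mice at 48 hr, where 66.7% were on the values as deposited, and against the mean of both baseline arrays 16.7%.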

Heat map assessment of the most significant WT cluster in the hippocampus reveals that gene expression changes are attenuated in DKO mice, but the patterns appear in similar directions (Fig. 4). The functional categories of the top clusters in WT hippocampus are similar to those of the amygdala with DKO mice showing a decrease in the number of genes falling within the cellular transcription (GO: 0006350), cell communication (GO: 0007154), and signal transduction (GO: 0007165) categories.

### Normal CF learning displays over-representation of specific transcription factor binding sites in regulated genes

To further elucidate possible mechanisms for the network of gene expression changes associated with CF learning, we assessed the transcription-factor binding sites that were overrepresented in genes either upregulated or downregulated within the amygdala and hippocampus of WT and DKO mice at 48 hr (Top 10 listed in Table 3; full list in Table S10). The DKO mice show no overrepresented transcription factor binding sites in the amydala or hippocampus of upregulated genes at 48 hr; however, this may largely be due to only a small number of genes being upregulated at this time point in DKO mice. 

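Among the 24 genes that stood above baseline by 1.5-fold in the DKO amygdala at 48 hr were Mpp7, a polarity protein (log2 change 0.73 on 1 transcript cluster and −0.28 on its other), and Serpind1, a protease inhibitor of coagulation (0.69). Among the 15 of the DKO hippocampus were Ramp3 (0.87), the ubiquitin protease Usp17ld (0.80), the carbohydrate kinase Fggy (0.63 on 1 of its 5 transcript clusters) and the protein kinase Prkcd (0.60). Usp17ld stood at 0.84, 0.96 and 0.72 in the DKO hippocampus at 0 hr, 1 hr and 1 wk.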

Downregulated genes, in contrast, appear to be regulated by a shared group of transcription factors. Nearly all the transcription factor binding sites (9 out of 10) that are overrepresented in the downregulated genes within the hippocampus of DKO mice are found in genes upregulated in the hippocampus of WT mice. This observation is consistent with the shift from predominantly upregulated to downregulated gene expression seen in the DKO mice.

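At 48 hr 6 genes were past 1.5-fold in opposite directions in the hippocampus of the genotypes, all higher in WT and lower in DKO mice, where 0.83 would be by chance. Besides Nts they were Grp (log2 change −0.75 in DKO mice), the matricellular protein Ccn3 (0.72 and −0.81), Tshz2, a zinc finger homeobox gene (0.61 and −1.01 on 1 transcript cluster, 0.60 and −0.49 on its other), the latrophilin Adgrl2 and Gm19410. In the same direction were 13 genes, 12 of them lower, and these included Ttr, Ecrg4, Kcne2, Clic6, F5, the BMP antagonist Sostdc1 and the channel Trpm3, where 0.26 would be by chance.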

**Table 3:** Top 10 TF binding sites overrepresented in genes regulated at 48 hr.

WT				DKO			
Hippocampus		Amygdala		Hippocampus		Amygdala	
TF binding site	P-value	TF binding site	P-value	TF binding site	P-value	TF binding site	P-value
***Upregulated***							
Pou6f1	2.3E-11	Areb6	7.4E-04	N/A		N/A	
Pou1f1	2.5E-11	Lfa1	1.3E-03				
Tef	4.4E-11	E12	3.5E-03				
Crebatf	4.5E-09	Gata2	3.8E-03				
Gata3	1.9E-08	Hoxa7	5.1E-03				
Dr3	1.5E-07	Pbx1	5.4E-03				
Amef2	1.7E-07	Foxp3	5.8E-03				
Hp1sitefactor	6.0E-07						
Hfh3	7.3E-07						
Atf	1.0E-06						
***Downregulated***							
Pads	1.6E-04	Lhx3	8.9E-10	**TfIIa** *	**1.3E-07**	E47	3.6E-05
Meis1	2.5E-04	Cart1	2.4E-08	**Foxo1** *	**9.4E-07**	**Areb6**	**8.2E-04**
TfIIa	3.8E-04	Pou6f1	3.4E-08	**Gata3**	**1.9E-05**	Cmyb	2.3E-03
Hp1sitefactor	1.3E-03	Sox5	9.6E-08	**Foxo4** *	**3.9E-05**	Crebp1cjun	5.0E-03
Gata1	2.7E-03	Sox9	5.2E-07	Lef1tcf1	4.8E-05	Nmyc	5.1E-03
Areb6	3.1E-03	Hif1	6.7E-07	**Dr3**	**9.3E-05**		
		Nkx61	1.0E-06	**Hp1sitefactor**	**1.6E-04**		
		Hp1sitefactor	2.2E-06	**Foxp3** *	**2.8E-04**		
		Vbp	2.8E-06	**Hfh4** *	**4.3E-04**		
		Gata3	2.9E-06	**Lhx3** *	**7.2E-04**		

The 2.5kbp region upstream region of genes modulated during CF learning was assessed for common transcription factor (TF) binding sites. The significance value takes into consideration the total number of sites in the genes analyzed versus the total number of sites in the whole genome. **Bold** genes represent TF binding sites in DKO mice that are significantly upregulated within each respective WT brain region, while.

*indicates TF binding sites that are significantly upregulated in WT mice, but do not make the top ten list.

### Generation of AC8 rescue mice

To functionally test the temporal role of AC activity during CF learning, we restored Ca2+-stimulated AC function at different time points during behavioral testing with a transgenic model of AC8 expression. We generated a system where AC8 is expressed in the forebrain of mice on a DKO background (AC8 rescue mice). We used a doxycycline-regulated system (e.g. tetracycline-off system) to restore AC8 expression in a temporally regulated fashion. Fig. 5A shows the protein distribution of AC8 within WT and DKO mice. Consistent with previous reports, AC8 is localized to the cortex, thalamus, hippocampus, and cerebellum [18]. AC8 rescue mice display AC8 expression within forebrain specific regions, but not within the thalamus or hindbrain. We find that AC8 expression begins to turn on two weeks after taking mice off doxycycline, and conversely, AC8 expression is turned off completely after 2 wk on doxycycline (Fig. 5B). We measured Ca2+-stimulated AC activity in the cortex (Fig. 5C) and hippocampus (Fig. 5D) to determine the magnitude of physiological replacement in AC8 rescue mice. Although expression of AC8 protein in the AC8 rescue mice appears higher than what is present endogenously within the WT mice (Fig. 5A), we found that that overall Ca2+-stimulated AC activity was recovered to approximately 50% and 30% of WT levels in the cortex (Fig. 5C) and hippocampus (Fig. 5D), respectively. As shown previously [5], DKO mice have no measurable Ca2+-stimulated AC activity. Importantly, AC8 rescue mice on doxycycline show no Ca2+-stimulated AC activity, confirming that doxycycline efficiently represses AC8 transgene expression.

**Figure 5:**
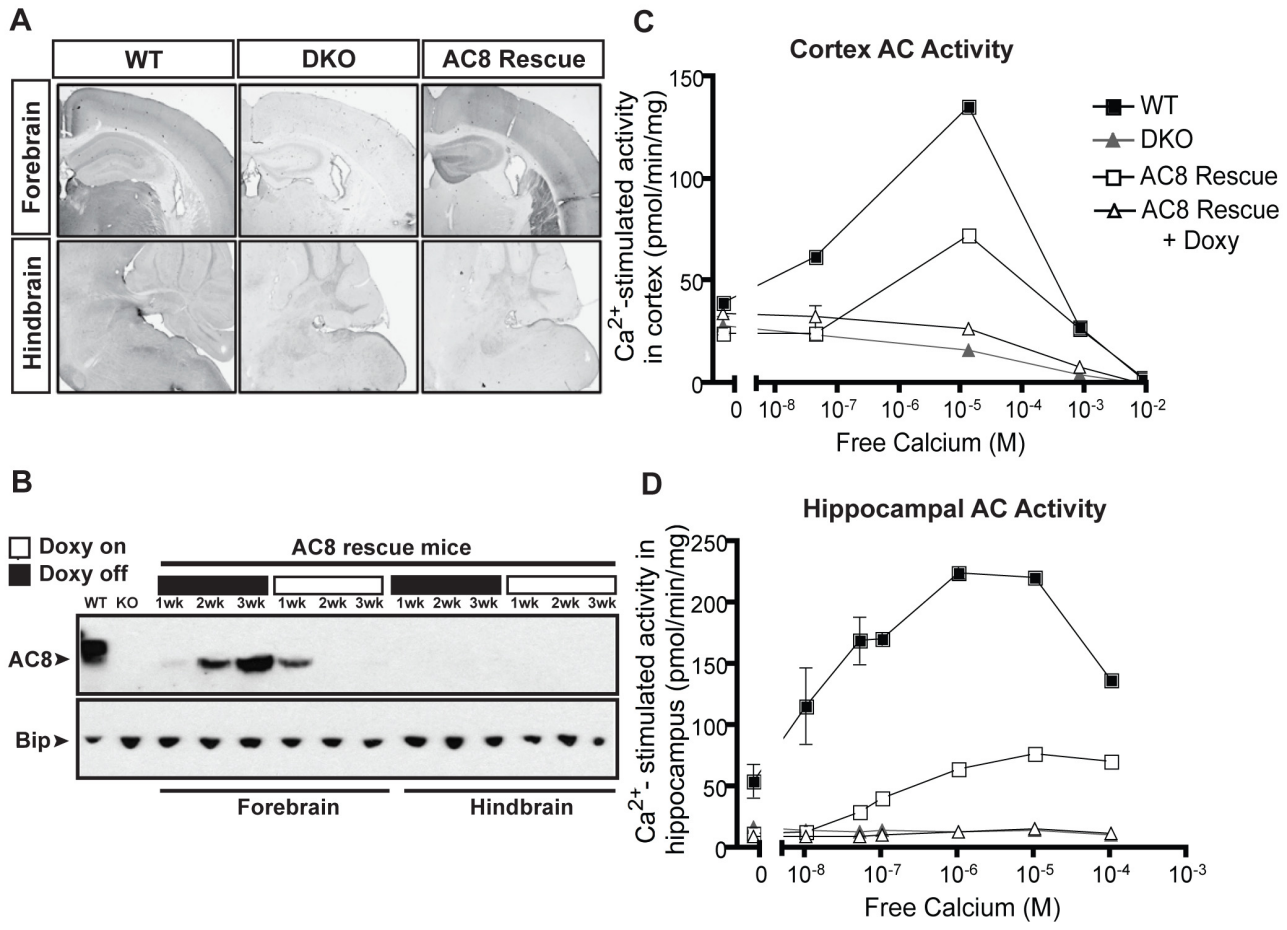
Generation of inducible forebrain-specific AC8 mice on a DKO background. (**A**) Immunohistochemistry results confirm complete absence of AC8 protein levels in DKO mice, while AC8 rescue mice have AC8 replaced within forebrain-specific regions but not in the hindbrain or thalamus. (**B**) Using doxycycline to manipulate AC8 expression within the forebrain, we observed AC8 expression after 2 wk off doxycycline. In contrast, expression begins to rapidly turn off within one week off doxycycline treatment and is undetectable by 2 wk. Hindbrain results reveal no AC8 expression with or without doxycycline treatment. Bip is used as a loading control. The adenylyl cyclase assays in the (**C**) cortex (n = 3/genotype) and (**D**) hippocampus (n = 3/genotype) reveal no Ca2+-stimulated activity in DKO mice or AC8 rescue mice on doxycycline, while activity is rescued to approximately 50% (**C**) and 30% (**D**) of WT levels in AC8 rescue mice off doxycycline.

### Ca2+-stimulated AC activity is necessary for memory consolidation and retention

After confirming that our AC8 rescue system was able to restore AC8 expression and activity to the forebrain, we turned AC8 activity on and off at different time points throughout CF testing. We found that acutely restoring AC8 continuously during CF training and testing was sufficient to rescue memory deficits seen in DKO mice (Fig. 6B). However, when the AC8 transgene was repressed during training only, memory is impaired (Fig. 6C), suggesting that Ca2+-stimulated AC activity is necessary during memory consolidation. Additionally, when AC8 was kept on during training but turned off during the retention period, memory was again impaired at 1 mo (Fig. 6D).

**Figure 6:**
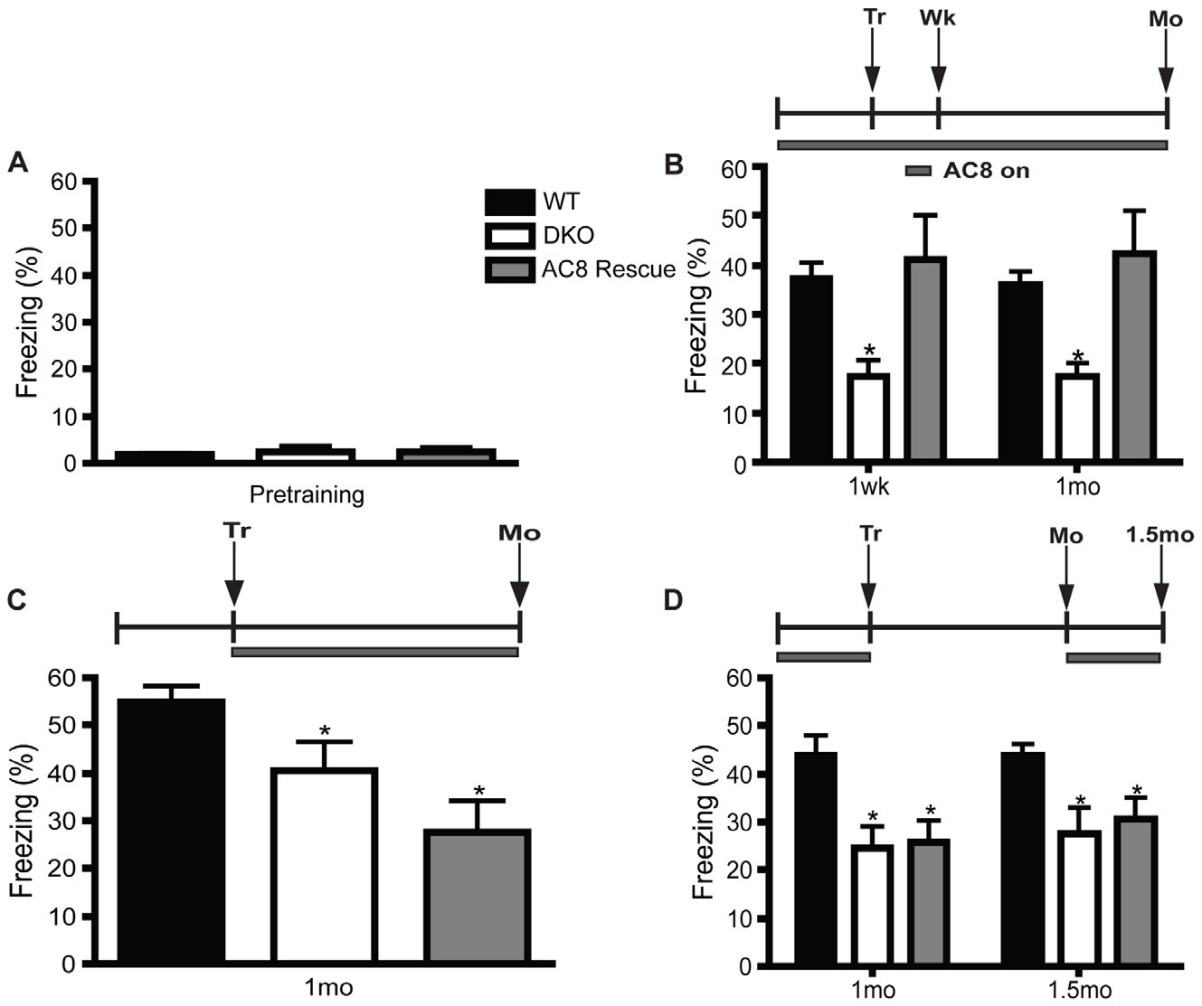
Ca2+-stimulated AC activity is necessary for memory consolidation and retention. Memory changes are assessed by the overall freezing percentage. (**A**) There are no baseline freezing changes between the genotypes (no differences in baseline freezing levels between graphs B, C, or D, so subjects were combined; p>0.05). (**B**) DKO mice show memory deficits at 1 wk and 1 mo compared to WT mice. AC8 rescue mice reveal that replacing AC8 expression within the forebrain of DKO mice throughout training, retention and testing is sufficient to rescue CF memory deficits (n = 9–11/genotype, *p≤0.05 AC8 vs DKO). Turning AC8 off during (**C**) CF training (n = 8–10, *p≤0.05, AC8 and DKO vs WT) or (**D**) during the retention period (n = 9–11, *p≤0.01, AC8 and DKO vs WT) prevents restoration of the memory deficits. Furthermore, AC8 rescue mice still show memory deficits after turning AC8 back on for 2 wks after having it off since training (n = 9–11, *p≤0.05, AC8 and DKO vs WT). AC8 on  =  doxycycline off; Symbols: Tr, training; Wk, week; Mo, month.

To investigate if Ca2+-stimulated AC activity was needed just for retrieval, rather than retention, we turned AC8 expression on again and tested mice two weeks later (1.5 mo after training). Suggesting that Ca2+-stimulated AC activity is necessary during memory retention, we found that AC8 expression for two weeks after the 1 mo testing session was unable to rescue CF memory at 1.5 mo (Fig. 6D).

Interestingly, expression of genes identified as consistently developmentally reduced in expression between WT and DKO mice, Slc11a2 and Lynx1, was similar between AC8 rescue and DKO mice, suggesting that these gene changes are not necessary for intact CF memory as expression levels are not rescued in the AC8 rescue mice while learning deficits are rescued (Fig. 1).

To evaluate the role of Ca2+-stimulated AC activity during short-term memory, we restored AC8 expression during novel object recognition and compared our results with DKO and WT mice. Consistent with previous reports [32], DKO mice show no bias for the novel object during the testing trial (90 min after training) (Fig. 7). Restoration of AC8 expression in the forebrain of DKO mice elicits a response comparable to WT mice.

**Figure 7:**
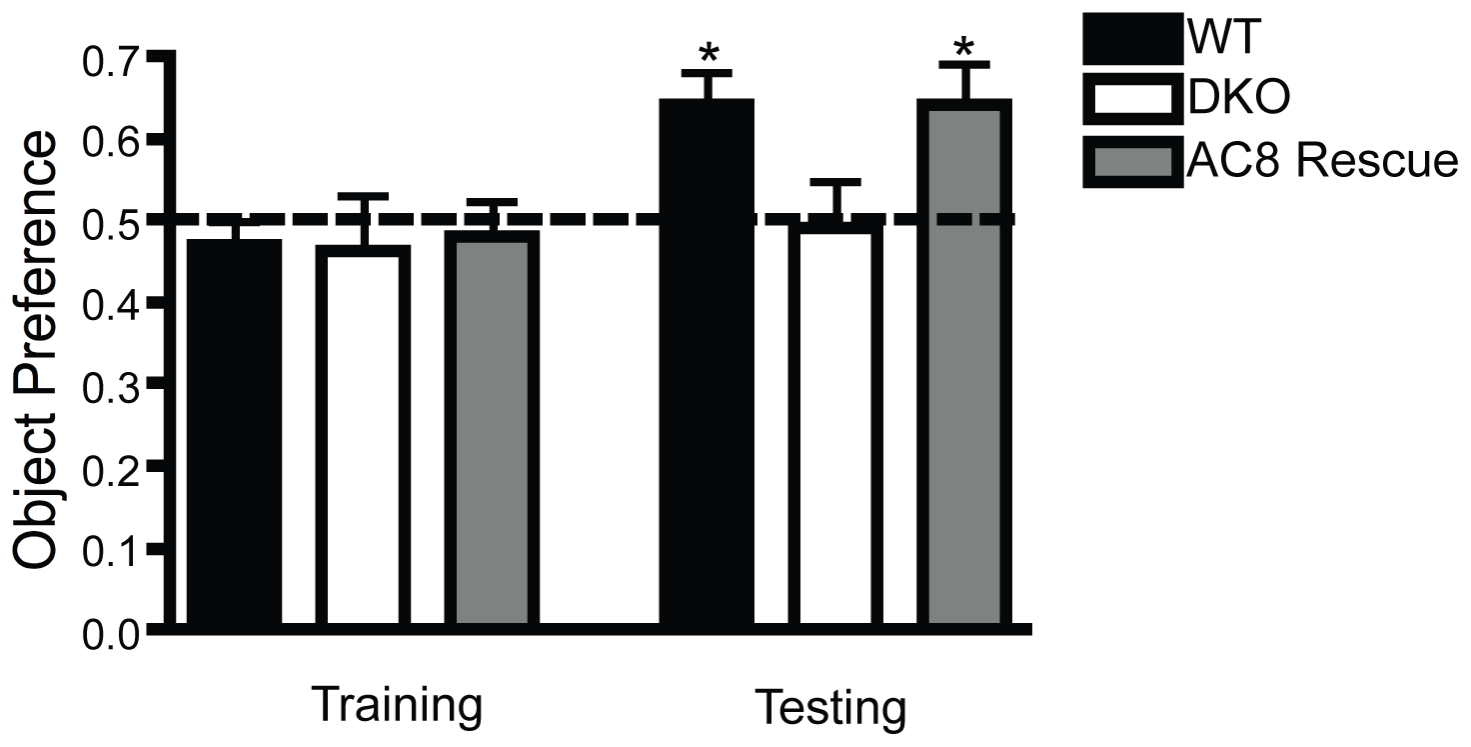
Ca2+-stimulated AC activity is necessary for the acquisition of novel object recognition. The hash mark labels the 50% mark, which represents no preference for an object (object preference  =  novel object interaction/total object interaction). DKO mice show no preference for the novel object when tested 90 min after training (n = 8, object preference is not significantly different than 50%, p>0.05); however, replacing AC8 in the forebrain of DKO mice is sufficient to maintain memory (n = 10/genotype, *1-sample t-test object preference is greater than 50%, p≤0.05).

To evaluate possible variables that could confound the learning results, we measured baseline freezing in the CF paradigm. These measures were similar between all three groups (Fig. 6A). Additionally, we evaluated anxiety and locomotion levels in open-field testing (data not shown). Indices of anxiety-like behavior, such as time spent in the center vs periphery of the open field, were similar between all three groups, WT (65% periphery vs 35% center ±9.0), DKO (75% periphery vs 25% center ±2.8) and AC8 rescue (75% periphery vs 25% center ±4.5) mice. Locomotion measures were increased (p = 0.02), as assessed by the total number of grid crossings in 5 min, in both the DKO (165 grid crossings) and AC8 rescue mice (166 grid crossings) relative to WT mice (83 grid crossings). However, since AC8 rescue and DKO mice show different learning phenotypes, it is unlikely that the increased locomotion alters interpretation of the memory findings. Basal pain sensation has also been previously studied with no major differences seen between WT and DKO mice [33].

## Discussion

Here, we report that disruption of both Ca2+-stimulated ACs (AC1 and AC8) causes an overall decrease in long-term transcriptional changes after CF learning. While changes between WT and DKO mice are evident at all time points, the most robust disparity occurs at the 1 hr and 48 hr time points, periods when memory consolidation and retention are thought to occur.

Initially, we assessed changes in baseline gene expression to eliminate the possibility that baseline gene expression differences are contributing to the CF deficits in DKO mice. The most notable changes are a decrease in Slc11a2 in the amygdala and Lynx1 in the hippocampus of DKO mice. Both of these proteins may play a role in learning and memory. Slc11a2, a divalent metal ion transporter, causes memory impairments on the Morris water task when disrupted within the forebrain [34], and Lynx1, which enhances nicotinic acetylcholine receptor function, causes memory enhancements on CF when globally disrupted [35]. However, our data show that expression of these genes in AC8 rescue mice is not recovered to WT levels, and since AC8 rescue mice have intact memory, this suggests that these proteins do not cause the CF learning deficits seen in DKO mice.

Past literature supports the theory that Ca2+-stimulated AC activity plays a pertinent role in learning and memory. Although disrupting just one of the two Ca2+-stimulated ACs can cause memory impairments [6], data show that AC single knockout mice show intact CF behavior while DKO mice show alterations in CF behavior [5]. Testing in the CF paradigm reveals that DKO mice have intact memory at 24 hr, but impaired memory at 1 wk. Moreover, when tested on a novel object recognition paradigm, DKO mice have impaired object recognition at 1 hr, but not 5 min [32]. Overall, these data suggest that Ca2+-stimulated AC activity is not necessary for acquisition of a task, but necessary for long-term consolidation of a memory and that a single AC (AC1 or AC8) can compensate for loss of the other AC. Our data support these findings as AC8 rescue mice that have AC8 turned off during the consolidation CF training period show memory impairment, while AC8 transgene expression throughout training and testing restores long-term conditioned responses. Additionally, we recapitulate the novel object recognition data with DKO mice showing impairments, but also provide evidence that memory can be restored if AC8 expression is turned on in the forebrain before training. Overall, our learning and memory data suggests an impairment at the consolidation phase.

The observation that Ca2+-stimulated AC activity is important for learning and memory is supported by the microarray data. Transcriptional changes within hours after exposure to a learning paradigm is required for the consolidation of long-term memory [14], [15], [16]. Moreover, recent evidence shows that an age-related decline in memory is correlated with decreased hippocampal transcriptional changes [30]. Together, these data suggest that the lack of long-term transcriptional changes displayed by DKO mice throughout the CF learning process contribute to the learning deficits seen at 1 wk post CF training. Furthermore, the residual transcriptional changes that do occur in DKO mice are mainly suppression of expression. This is evident in Figure 2 as upregulated gene expression is overall dampened over time in both the amygdala and hippocampus of DKO mice.

DKO mice display an impairment in transcriptional changes at 1 hr, a period when memory consolidation is occurring; therefore, the overall suppression in transcriptional changes may be contributing to the inability of these mice to form a strong enough memory in order to retain it for longer than 24 hr. DKO mice show an increased number of genes changing relative to WT mice at 1 hr in the amygdala. This data suggests that the amygdala in DKO mice may be sufficiently activated to form a stress response to the aversive shock administered during CF training. Therefore, the activation of the amygdala may be sufficient to retain the CF memory for short periods, such as seen at 24 hr [5], but the overall lack of hippocampal activation may lead to impairments in the overall strength of the memory formed.

Not only is memory consolidation impaired in DKO mice, but memory retention is as well. This is evident when Ca2+-stimulated activity is turned off in AC8 rescue mice after CF training. These mice fail to show a normal conditioned response when tested 1 wk after training. These data are in apparent conflict with analysis of passive avoidance behavior in DKO mice. DKO mice exhibit impaired passive avoidance behavior that can be restored when forskolin is administered one time into the hippocampus of DKO mice 15 min prior to training, even when memory testing occurs as long as 8 days after training [5]. This would imply that Ca2+-stimulated AC activity is only necessary for consolidation of a memory as the memory was retained 8 days after initial cAMP activation. However, passive avoidance is a less complex task than CF learning; therefore, a one time injection of forskolin may be sufficient to rescue memory deficits in passive avoidance, but for CF learning, a more sustained activation of biological pathways might be necessary to maintain the memory. The present data suggest that a maintenance of positive gene regulation is necessary as DKO mice show an overall lack of upregulated gene changes, but downregulated gene changes are maintained in the hippocampus. This is further seen by the overall lack of common transcription factor binding sites found in the genes upregulated within the amygdala or hippocampus of DKO mice at 48 hr. Moreover, many of the transcription factors that modulate positive gene expression are found overrepresented in the genes that modulate negative gene expression within the hippocampus of DKO mice. Finally, the gene cluster analysis in DKO mice reveals that gene expression is decreased in most of the significant clusters at 48 hr, and functionally, there is at most only 1 gene found within the top 5 functions represented by genes modulated in WT mice. The lack of transcriptional changes at the period when memory is supposed to be maintained supports the behavioral observations that Ca2+-stimulated AC activity is needed for memory retention.

Finally, the present functional analysis data suggests that the lack of transcriptional changes may be contributing to deficits in communication occurring at the level of the synapse. WT mice show a large number of transcriptional changes that functionally contribute to cell communication and signal transduction; whereas, DKO mice show a minimal number of transcriptional changes related to these functions.

In this study, we demonstrate that Ca2+-stimulated AC activity is necessary for memory consolidation and retention during CF learning as well as the long-term transcriptional changes that are associated with CF memory processing. Deletion of both AC1 and AC8 leads to deficits that result in an inability to maintain the CF memory, but this is rescued when AC8 is replaced within the forebrain of mice on a DKO background. Therefore, Ca2+-stimulated AC activity in the forebrain is sufficient for normal CF learning, and the role is acute rather than resulting from developmental deficits (in the DKO mice). The network of changes that we define should serve as a valuable resource for studies of learning and memory in other genetically altered systems allowing fundamental common mechanisms to emerge.

## Supporting Information

Figure S1 Microarray values correlate with the RT-PCR values, validating the microarray results. A random selection of genes was evaluated in WT and DKO mice across all time points in the amygdala and hippocampus to confirm that microarray results correlated with RT-PCR results across all arrays. The graph represents the microarray raw intensity values on the x-axis and the CT value of each experimental primer minus the CT value of the control primer, GAPDH, on the y-axis. An inverse relationship (R2 = 0.78) confirms results as microarray value intensity should increase when CT value decreases (a lower CT value corresponds with increased mRNA).
(0.13 MB TIF) Click here for additional data file.

Table S1 The fold change in the amygdala of WT mice for each respective probe. The table lists all the probes with the respective fold changes at each time point relative to baseline.
(4.58 MB XLS) Click here for additional data file.

Table S2 The fold change in the amygdala of DKO mice for each respective probe. The table lists all the probes with the respective fold changes at each time point relative to baseline.
(4.60 MB XLS) Click here for additional data file.

Table S3 The fold change in the hippocampus of WT mice for each respective probe. The table lists all the probes with the respective fold changes at each time point relative to baseline.
(4.60 MB XLS) Click here for additional data file.

Table S4 The fold change in the hippocampus of DKO mice for each respective probe. The table lists all the probes with the respective fold changes at each time point relative to baseline.
(4.60 MB XLS) Click here for additional data file.

Table S5 ±1.5 fold change gene list for the amygdala. The table lists all the genes in the amygdala that show at least a ±1.5 fold change relative to baseline at each time point after CF learning.
(0.14 MB XLS) Click here for additional data file.

Table S6 ±1.5 fold change gene list for the hippocampus. The table lists all the genes in the hippocampus that show at least a ±1.5 fold change relative to baseline at each time point after CF learning.
(0.06 MB XLSX) Click here for additional data file.

Table S7 The primer sequences used for RT-PCR analysis.
(0.02 MB XLS) Click here for additional data file.

Table S8 Amygdala gene cluster list. The table lists the genes represented within each cluster in the amygdala.
(0.26 MB XLS) Click here for additional data file.

Table S9 Hippocampus gene cluster list. The table lists the genes represented within each cluster in the hippocampus.
(0.16 MB XLS) Click here for additional data file.

Table S10 All the significant transcription factor binding sites found overrepresented in genes regulated at 48 hr.
(0.05 MB XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

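RNA from micropunches of the amygdala and the hippocampus of WT and DKO mice was measured on 20 Affymetrix Mouse Gene 1.0 ST arrays. The samples were taken at baseline and at 0 hr, 1 hr, 48 hr and 1 wk relative to CF, with 1 array per region, genotype and time point and RNA of 5 to 10 mice pooled on each. According to the methods and the sample labels, the authors scanned the arrays and, before the files were deposited, corrected the background, quantile-normalized the probes across arrays and summarized them per transcript cluster by RMA in the Affymetrix Expression Console, whose version is not stated, which gave the log2 values used here. The scale was checked against the values and against the paper's tables of changes. The genome build behind the array annotation is not stated, so no positions are given. Chromosomes and distances from Adcy1 and Adcy8 came from a RefSeq gene table of assembly GRCm38.p6.

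No filter was applied to the 28853 transcript clusters. Where a gene is reported, a transcript cluster paired with its symbol alone stands for it, and 999 genes have several of these, so that values of 1 gene can differ between its transcript clusters. Values of a list are means over the transcript clusters of each gene. No array was left out, every value column was mapped to a sample, and no array duplicated another.

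Models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all transcript clusters within a comparison. The genotype effect was tested within each region with the 5 time points of a genotype as replicates and an adjusted p of 0.1 as the limit, the false discovery rate the paper used. All other comparisons used an adjusted p of 0.05. They were the difference between regions in the genotype effect, the change from baseline at each time point over the 4 groups of region and genotype, the same change within each region with the genotypes as replicates, the differences between genotypes and between regions in these changes, and the difference between the regions. The paper does not state whether both regions of a genotype and time point came from the same mice, so the regions need not be independent replicates. Changes within 1 region and genotype rest on 1 array against 1 baseline array and were counted at 1.5-fold with no test. Shared genes were set beside the number that chance gives, the product of the lengths of both lists over all genes.

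There were 28 gene lists, fixed before the data were examined. In the replicated comparisons they were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with adjustment over the lists. On single arrays their median log2 change was set beside 10000 random lists of the same size and like level. The genes named are those the paper names, the 10 largest changes in each direction among calls of a replicated comparison, the 5 largest in each direction on single arrays among genes above the median level, and list members that passed a test or 1.5-fold. The paper's tables had been read when this rule was written. Calls on the chromosomes of Adcy1 and Adcy8 were counted with Fisher's exact test, two-sided.

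In simulated data with the residuals of these arrays and 200 transcript clusters changed by 1.5-fold, limma found all of them for the genotype effect in the amygdala and 99.0% in the hippocampus, 96.5% for changes over all groups, 32.5% for changes in the amygdala, 22.0% in the hippocampus and 3.5% for the difference between genotypes in the change. False calls made up 7.8% for the genotype effect in the amygdala and 12.4% in the hippocampus, and 13.3% for changes in the amygdala and 10.2% in the hippocampus. For arrays, their number limits the precision.

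The alternatives were a filter above the median level, a further quantile normalization, median centring, a variance trend with robust fitting, array weights, the test named in the paper's methods with Benjamini-Hochberg or Storey adjustment, other limits on p and fold, time points as a replicate block, all 20 arrays in 1 fit, other reference arrays, tissue lists as covariates, lists left out, and each array left out in turn. Some of these were added after the data were seen, namely identical values taken once, the alternatives for the comparison between regions, and for shared genes, upward shares, clusters and the choroid plexus list a further quantile normalization, with the mean of both baseline arrays for shared genes and upward shares. Other splits of the arrays, 100 for each comparison, were drawn with a fixed seed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for counts and plots. RT-PCR, behaviour, AC8 rescue mice, gene ontology categories, STEM clustering and transcription factor binding sites were not analysed here.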

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

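Of the tests below, those of sequence linked to the knockout alleles, of regulation with no tie to position, of choroid plexus tissue, of a response to conditioning, of the level of the baseline arrays, of a genotype difference in the response and of an axis shared with the hippocampus, and the further quantile normalization of the choroid plexus list, were chosen after the results were seen. Genes near Adcy1 and Adcy8 were overrepresented among the genes called between the genotypes. Gm10590, which was called in both regions, had no position and was not counted. Of the 13 left beside Adcy1 and Adcy8, 5 lie on their chromosomes (38.5% against 11.6% of other genes, Fisher's exact test, p = 0.0122). On assembly GRCm38.p6, 4 of the 13, Ccm2, Cyb5r3, Ift27 and Lynx1, lie within 20 Mb, where 0.32 would by chance. At that window these 4 argue against regulation by the cyclases with no tie to position as the whole account. The argument depends on the window. Within 10 Mb lay 1 of the 13, Ccm2, where 0.119 would by chance, and within 30 Mb the same 4, where 0.441 would. After a further quantile normalization 85.3% of the 34 hippocampus calls were kept, which argues against array-wide level differences between the genotypes for most calls. Of these 34 calls 17 belong to the Gm10590 and Ccl21 family. Ccm2, within 20 Mb of Adcy1, lost its amygdala call under this normalization (log2 difference −0.365, adjusted p = 0.111 by limma). Sequence of another strain linked to the knockout alleles is a candidate explanation that stays open, and the test of the chromosomes passed in the amygdala alone (Fisher's exact test, p = 0.000828) and not in the hippocampus alone (p = 0.101), while each had 3 called genes within 20 Mb, where 0.123 and 0.246 would be by chance. A response of Slc11a2 and Lynx1 to the loss of either cyclase, which the paper proposes from RT-PCR in single knockouts, was not tested. WT mice were not littermates of the DKO mice. The origin, transgenes and doxycycline history of the mice therefore cannot be told apart from genotype for these calls.

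Choroid plexus genes lay lower after baseline at all 4 time points over all groups, with a list median of −0.516 at 48 hr, and Ttr lay between 13.04 and 13.34 (log2) on the baseline arrays and down to 10.12 later. Array-wide level differences are argued against, since after a further quantile normalization the highest of the 4 list medians was −0.334. A response to conditioning shared by the groups is argued against by 1 of the 16 single-array comparisons with a list median above the range of random lists, that of WT hippocampus at 1 hr (0.095), and by Ttr at 13.2 in the WT amygdala at 1 wk. Choroid plexus tissue in the baseline punches, and in some later ones, is a candidate explanation, since 31 of the 32 other list genes followed Ttr across arrays with r above 0.5 after the means of the regions and time points were removed. A response that differs between the groups would give such correlations as well and stays open.

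The leading WT amygdala cluster moved in opposite directions in WT and DKO mice, with 82 of 90 genes negative in DKO mice at 1 wk. The level of the 2 baseline arrays and a genotype difference in the response cannot be told apart, since all 90 genes were higher on the DKO than on the WT baseline array, by a median of 0.526, and the share of at most 28.9% negative in DKO mice against the mean of both arrays follows from that difference. Of the genes of the cluster 0 had a negative call for a genotype difference in the response, in a fit that finds few changes of 1.5-fold. Array quality that acts by gene length and an axis of the arrays shared with the hippocampus cannot be told apart from these either. Longer genes had lower changes in the WT amygdala at 0 hr, 48 hr and 1 wk, and not at 1 hr. Spearman rho across genes was −0.128, 0.069, −0.253 and −0.284 there over the 4 time points. In the DKO amygdala it was 0.092 at 0 hr, 0.197 at 1 hr, −0.153 at 48 hr and 0.173 at 1 wk. Changes of the WT hippocampus at 1 hr were set beside those of the amygdala. With WT mice r across genes was −0.31, 0.128, −0.513 and −0.533 over the 4 time points. With DKO mice r was 0.328, 0.424, −0.035 and 0.453. The genotypes thus had opposite signs at 0 hr and 1 wk and the same sign at 1 hr and 48 hr. The medians of the cluster had opposite signs at all 4 time points. The changes of a genotype share 1 baseline array. These correlations therefore do not part an effect of the arrays from the level of that array or from a response. The genes were chosen by their rise in WT mice from the WT baseline array, which favours a low value on that array.

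Single arrays stood apart from the other 4 of their region and genotype in 8 of 216 groups tested, a lower share than the about 5%, or 1 in 20, that chance gives. Egr2 stood at 7.79 in the DKO hippocampus at 1 hr (mean of the others 6.4), and Sgk1 at 8.3 in the WT hippocampus at 1 hr (7.64). Among the 5 arrays of the DKO amygdala that of 48 hr had the lowest means of the astrocyte list (8.09) and the endothelial list (7.34). It also had the lowest of the thalamic list (6.72) and the C57BL/6 substrain list (8.2). Its mean over all transcript clusters (6.777) was the lowest of the 20 arrays. Among the 5 arrays of the DKO hippocampus the mean of the small RNA list was lowest at 48 hr (5.84). Among the 5 of the WT hippocampus that of the paper-named list was lowest at baseline (7.37).

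The genotype effect differed between regions by limma for Adcy1 (hippocampus minus amygdala −1.005), Vav3 (0.928) and Ctla2a (0.836). Vav3 is a gene of the thalamic list, which had a median of 0.274 in the DKO hippocampus. The level of that list was not taken as a covariate, so a difference in the tissue of the punches was not tested for Vav3. Without 17 of the 20 arrays left out in turn the difference of Ctla2a no longer passed, with an adjusted p of up to 0.142. For this comparison 2 of 100 splits of the arrays, the real one included, gave as many calls. The real split had 3 calls and the highest other 6919, which points to a structure of the samples. The count of splits does not exclude chance.

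The text of the paper does not discuss these signals, of which Sgk1 and Sap30 are in its supplementary lists of genes past 1.5-fold. In both regions 17 transcript clusters of the Gm10590 and Ccl21 family were lower in DKO mice. At 1 hr over all groups Snord14e rose by 1.221, Sgk1 by 0.509 and Sap30 by 0.478 on the log2 scale, and the glucocorticoid-responsive list had a median of 0.273. Genes of striatal neurons had a median of −0.343 in the DKO amygdala and thalamic genes 0.274 in the DKO hippocampus. Neither of these lists passed in camera with an estimated correlation.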

How the results depend on the processing

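The tests chosen after the data were seen were the count with identical values taken once, the further quantile normalization and the mean of both baseline arrays for shared genes and upward shares, the further quantile normalization for the clusters and the choroid plexus list, and the alternatives of the comparison between regions. Adcy8 passed in both regions and Adcy1 in the hippocampus under every alternative and without each array, as did Cyb5r3 in both regions. The hippocampus calls of Tmem139 and Ctrb1 were not followed through the alternatives. Lists that passed by camera with an estimated correlation or by fry are counted apart below. Over the named genes and lists that were followed, 1530 values kept their direction and their side of the limit. Of the others 155 no longer passed, 4 passed newly and 38 values without a test moved. Among these no tested value changed its sign past a limit. Medians of the leading WT amygdala cluster in DKO mice, which have no test, did so past the range of random lists. As deposited they were −0.088 at 0 hr, −0.142 at 1 hr and −0.2 at 1 wk, below that range. Against the mean of both baseline arrays they were 0.159, 0.123 and 0.063, above it. Of the counts and shares, 646 values stayed within their limits of change and 395 did not, and these follow. The cause of each shift was not tested, apart from the alternatives whose own construction changes the count, that is another fold limit, another limit on p, fewer or more transcript clusters and fewer arrays.

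For the genotype effect, the calls in the amygdala numbered between 20 and 38 over all alternatives with 28 as deposited, and the hippocampus had 55 with each array median-centred, 26 higher and 29 lower, and 22 with identical values taken once, 4 higher and 18 lower, against 34. Time points as a replicate block gave 24 calls in the amygdala and 34 in the hippocampus. The calls in the hippocampus were not all the same ones. Ift27 (adjusted p = 0.118 by limma) and Gpr15 (0.137) no longer passed there with these blocks. The arrays of a time point did not pair across genotypes, with correlations of their residuals between −0.417 and 0.231. Among named genes of the amygdala, Ccm2 no longer passed after a further quantile normalization (adjusted p = 0.111 by limma), with time points as blocks (0.182) or without the baseline arrays (0.207), and Ift27 not without the baseline arrays (0.112). Vav3 in the hippocampus did not pass with the authors' test (0.301) or without the baseline arrays (0.114), and Prkg2 not with the authors' test (0.136) or with all 20 arrays in 1 fit (0.161). The difference between regions had 1 call, lower, with transcript clusters above the median level alone, against 3. Within 10 Mb of Adcy1 or Adcy8 lay 1 called gene, against 4 within 20 Mb and 4 within 30 Mb.

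For changes with time the calls at 0 hr and at 1 wk over all groups and at 1 hr in the amygdala, 1 each, became 0 after a further quantile normalization, 0 with each array median-centred and 0 with the choroid plexus and striatal lists as covariates. Array weights gave 47 calls at 1 hr over all groups, 44 higher and 3 lower, against 7, and 5 at 0 hr and 2 at 1 hr in the amygdala. A variance trend with robust fitting gave 3 at 0 hr and 4 at 1 hr in the amygdala, and 1 each at 48 hr and 1 wk for the difference between genotypes in the change. An adjusted p of 0.1 as the limit gave 1 for that difference at 1 wk. With transcript clusters above the median level alone the calls at 1 hr were 2 in the amygdala and 3 in the hippocampus, against 1 and 0. With the choroid plexus and striatal lists as covariates Ctla2a had an adjusted p of 0.999 for its difference between regions, which was 0.678 on the log2 scale where it was 0.836 without them, and Sap30 one of 0.0613 at 1 hr, with a log2 change of 0.504 where it was 0.478.

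Gene lists passed in camera with a preset correlation in 15 cases for the genotype effect in the amygdala, 9 in the hippocampus, 12 for the difference between regions, 39 for changes over all groups, 32 in the amygdala, 35 in the hippocampus, 19 for the difference between genotypes in the change, 28 for that between regions and 18 between the regions themselves. With an estimated correlation the numbers were 1, 0, 0, 1, 0, 0, 0, 0 and 5. With fry they were 1, 2, 0, 2, 0, 0, 6, 0 and 20.

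Leaving out 1 array at a time, the calls of the genotype effect lay between 24 and 37 in the amygdala and between 26 and 73 in the hippocampus, where the WT 1 hr array gave 73, and those of the difference between regions between 2 and 5, with 5 without the DKO hippocampus 48 hr array. Changes over all groups had between 0 and 3 calls at 0 hr, 2 and 9 at 1 hr, 0 and 0 at 48 hr and 0 and 1 at 1 wk. At 1 hr 2 remained in number without the WT hippocampus baseline, DKO amygdala baseline, WT hippocampus 1 hr or DKO amygdala 1 hr array. Those in the amygdala lay between 0 and 6 at 0 hr, with 6 without the 1 hr array of either genotype, 0 and 1 at 1 hr, 0 and 2 at 48 hr and 0 and 0 at 1 wk. Those in the hippocampus lay between 0 and 0 at 0 hr, 0 and 15 at 1 hr, 0 and 12 at 48 hr and 0 and 11 at 1 wk, the highest at 1 hr without the WT 1 hr array and those at 48 hr and 1 wk without the 1 hr array of either genotype. For the difference between genotypes in the change they lay between 0 and 0 at 0 hr and 1 hr, 0 and 2 at 48 hr and 0 and 854 at 1 wk, where 854 passed without the WT hippocampus baseline array and 7 without the DKO one. Where 1 array of a time point and genotype was left in such a fit, its spread was taken to be that of the other groups.

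With a limit of 1.3-fold in place of 1.5-fold, the numbers of genes higher at 0 hr, 1 hr, 48 hr and 1 wk were 528, 182, 1764 and 2142 in the WT amygdala, 538, 520, 184 and 953 in the DKO amygdala, 572, 916, 1101 and 600 in the WT hippocampus and 176, 194, 99 and 278 in the DKO hippocampus. Lower by 1.3-fold were 474, 419, 1171 and 1252 in the WT amygdala, 362, 366, 1608 and 720 in the DKO amygdala, 68, 235, 185 and 120 in the WT hippocampus and 165, 262, 812 and 512 in the DKO hippocampus.

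With a limit of 2-fold, the genes higher numbered 0, 2, 4 and 4 in the WT amygdala, 2, 1, 0 and 9 in the DKO amygdala, 2, 5, 11 and 2 in the WT hippocampus and 0, 2, 2 and 1 in the DKO hippocampus. Lower by 2-fold were 14, 11, 34 and 27 in the WT amygdala, 9, 0, 1 and 1 in the DKO amygdala, 0, 1, 5 and 5 in the WT hippocampus and 3, 20, 18 and 17 in the DKO hippocampus. Shared by WT and DKO mice at 2-fold were 7, 1, 0 and 0 in the same and 0, 0, 0 and 1 in opposite directions in the amygdala, and 0, 2, 5 and 5 and 0, 0, 1 and 0 in the hippocampus. The upward shares of genes past 2-fold were 13.1% in the WT and 47.6% in the DKO amygdala and 68.2% in the WT and 15.2% in the DKO hippocampus.

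Counting every transcript cluster, with or without a symbol, those higher numbered 99, 49, 426 and 657 in the WT amygdala, 123, 106, 102 and 242 in the DKO amygdala, 68, 280, 313 and 149 in the WT hippocampus and 36, 41, 25 and 152 in the DKO hippocampus. Of all transcript clusters those lower were 164, 118, 531 and 525 in the WT amygdala, 115, 60, 309 and 124 in the DKO amygdala, 24, 40, 44 and 32 in the WT hippocampus and 35, 73, 148 and 117 in the DKO hippocampus.

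With transcript clusters above the median level alone, the genes higher numbered 19, 7, 85 and 124 in the WT amygdala, 47, 44, 2 and 117 in the DKO amygdala, 16, 107, 127 and 24 in the WT hippocampus and 6, 5, 5 and 25 in the DKO hippocampus. Among these the genes lower were 55, 32, 203 and 206 in the WT amygdala, 22, 1, 83 and 16 in the DKO amygdala, 0, 8, 13 and 13 in the WT hippocampus and 7, 29, 44 and 42 in the DKO hippocampus. Shared by WT and DKO mice were 15, 2, 8 and 3 in the same and 2, 1, 3 and 43 in opposite directions in the amygdala, and 0, 3, 8 and 11 and 2, 0, 6 and 0 in the hippocampus. The upward shares were 32.8% in the WT and 59.4% in the DKO amygdala and 90.2% in the WT and 35% in the DKO hippocampus. Negative in DKO mice were 61.9% at 0 hr of the amygdala cluster, of which 21 genes were left.

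Against the median of the 5 arrays of a region and genotype, the genes higher numbered 3, 51, 20 and 56 in the WT amygdala, 6, 9, 13 and 22 in the DKO amygdala, 4, 21, 35 and 10 in the WT hippocampus and 27, 5, 7 and 15 in the DKO hippocampus. Against that median the genes lower were 3, 30, 40 and 32 in the WT amygdala, 16, 4, 97 and 4 in the DKO amygdala, 2, 7, 8 and 13 in the WT hippocampus and 3, 7, 12 and 4 in the DKO hippocampus. Shared by WT and DKO mice were then 0, 1, 3 and 1 in the same and 0, 1, 1 and 2 in opposite directions in the amygdala, and 0, 0, 0 and 1 and 0, 0, 1 and 0 in the hippocampus. The upward shares came to 57.8% in the WT and 28.7% in the DKO amygdala and 74.2% in the WT and 70.3% in the DKO hippocampus. In DKO mice 26.7% at 0 hr, 46.7% at 1 hr, 46.7% at 48 hr and 72.2% at 1 wk of the amygdala cluster and 83.3% at 48 hr of the hippocampus cluster were negative.

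Against the mean of both baseline arrays of a region, the genes higher numbered 7, 88, 13 and 23 in the WT amygdala, 11, 13, 32 and 25 in the DKO amygdala, 10, 43, 61 and 14 in the WT hippocampus and 35, 34, 31 and 85 in the DKO hippocampus. This reference carries part of any standing genotype difference into the changes, so its counts do not measure the response alone. Against that mean the genes lower were 29, 78, 44 and 31 in the WT amygdala, 37, 23, 269 and 8 in the DKO amygdala, 8, 11, 28 and 36 in the WT hippocampus and 10, 36, 76 and 52 in the DKO hippocampus. WT and DKO mice then shared 20, 4, 15 and 3 in the same and 0, 5, 0 and 2 in opposite directions in the amygdala, and 0, 8, 25 and 21 and 3, 1, 9 and 1 in the hippocampus. The upward shares became 50.4% in the WT and 19% in the DKO amygdala and 67.7% in the WT and 58.6% in the DKO hippocampus. Of the clusters, 13.3% at 0 hr, 23.3% at 1 hr, 21.1% at 48 hr and 28.9% at 1 wk of the amygdala cluster and 2.8% at 0 hr, 0% at 1 hr, 16.7% at 48 hr and 0% at 1 wk of the hippocampus cluster were negative in DKO mice.

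After a further quantile normalization within each region, the genes higher numbered 26, 22, 117 and 159 in the WT amygdala, 64, 62, 91 and 140 in the DKO amygdala, 17, 85, 100 and 31 in the WT hippocampus and 23, 20, 25 and 48 in the DKO hippocampus. After it the genes lower were 104, 55, 319 and 291 in the WT amygdala, 57, 21, 72 and 43 in the DKO amygdala, 14, 20, 34 and 49 in the WT hippocampus and 14, 48, 56 and 63 in the DKO hippocampus. WT and DKO mice shared 21, 3, 8 and 5 in the same and 6, 0, 20 and 55 in opposite directions in the amygdala, and 1, 7, 16 and 25 and 4, 0, 4 and 2 in the hippocampus. Upward shares stood at 33% in the WT and 62% in the DKO amygdala and 69.7% in the WT and 49.5% in the DKO hippocampus. Negative in DKO mice were then 58.9% at 48 hr of the amygdala cluster and 36.1% at 48 hr of the hippocampus cluster.

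With each array median-centred, the genes higher numbered 26, 29, 77 and 102 in the WT amygdala, 72, 76, 92 and 203 in the DKO amygdala, 13, 153, 125 and 27 in the WT hippocampus and 23, 22, 40 and 66 in the DKO hippocampus. With median centring the genes lower were 146, 63, 652 and 673 in the WT amygdala, 52, 24, 47 and 33 in the DKO amygdala, 14, 21, 32 and 43 in the WT hippocampus and 15, 48, 55 and 65 in the DKO hippocampus.

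Without the genes of the choroid plexus, ependymal, meningeal and striatal lists, the genes lower were 48 in the WT amygdala at 1 hr, 15 in the WT hippocampus at 48 hr, 9 in the WT hippocampus at 1 wk, 30 in the DKO hippocampus at 1 hr and 57 in the DKO hippocampus at 1 wk. Without small RNA genes and chemoreceptor and epithelial families, the genes higher were 13 in the DKO amygdala at 48 hr. The number of arrays and the level of signal over background limit all counts that rest on 1 array per condition, and the background was not measured apart from the low values themselves.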

Differences from the paper's values

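The alternatives named here were all set before the data were examined. Numbers of genes past 1.5-fold were higher than the paper's in all 32 cases, and in 31 of them by more than 1.5 times. The paper's limit of 1.5-fold was kept, and the paper's lists hold transcript clusters where the counts here hold genes with a transcript cluster of their own, which does not account for the difference, since counting all transcript clusters gave higher numbers still. Of 163 transcript clusters with 1 symbol past the limit in the WT amygdala at 0 hr, 62 are in the paper's list and the rest are not, so a further choice of genes cannot be excluded, and the methods describe the listed genes as ones taken to be of interest without giving a rule for that choice. In the WT amygdala 54, 23, 270 and 404 genes were higher at 0 hr, 1 hr, 48 hr and 1 wk, where the paper's counts are 22, 6, 94 and 145, and 106, 75, 288 and 281 were lower, where the paper's are 52, 35, 132 and 117. In the DKO amygdala 74, 65, 24 and 153 genes were higher at 0 hr, 1 hr, 48 hr and 1 wk, where the paper's counts are 30, 28, 6 and 66, and 51, 27, 181 and 58 were lower, where the paper's are 27, 12, 88 and 19. In the WT hippocampus 35, 146, 169 and 61 genes were higher at 0 hr, 1 hr, 48 hr and 1 wk, where the paper's counts are 14, 70, 81 and 17, and 4, 21, 26 and 22 were lower, where the paper's are 2, 10, 13 and 17. In the DKO hippocampus 22, 19, 15 and 46 genes were higher at 0 hr, 1 hr, 48 hr and 1 wk, where the paper's counts are 8, 9, 4 and 16, and 16, 52, 96 and 86 were lower, where the paper's are 4, 28, 52 and 53. The count that did not differ by so much is that of lower genes in the WT hippocampus at 1 wk.

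With transcript clusters above the median level alone the counts fell within 1.5 times the paper's for higher genes of the WT amygdala (19 at 0 hr, 7 at 1 hr, 85 at 48 hr and 124 at 1 wk), higher genes of the DKO hippocampus (6 at 0 hr and 5 at 48 hr), lower genes of the DKO hippocampus (29 at 1 hr, 44 at 48 hr and 42 at 1 wk), lower genes of the WT hippocampus (8 at 1 hr and 13 at 48 hr), lower genes of the WT amygdala (55 at 0 hr and 32 at 1 hr), lower genes of the DKO amygdala (22 at 0 hr, 83 at 48 hr and 16 at 1 wk) and higher genes of the WT hippocampus (16 at 0 hr and 24 at 1 wk). With a further quantile normalization the counts fell within 1.5 times the paper's for higher genes of the WT amygdala (26 at 0 hr, 117 at 48 hr and 159 at 1 wk), higher genes of the WT hippocampus (17 at 0 hr, 85 at 1 hr and 100 at 48 hr), lower genes of the DKO hippocampus (56 at 48 hr and 63 at 1 wk) and lower genes of the DKO amygdala (72 at 48 hr). With the mean of both baseline arrays as reference the counts fell within 1.5 times the paper's for higher genes of the WT hippocampus (10 at 0 hr, 61 at 48 hr and 14 at 1 wk), lower genes of the DKO hippocampus (36 at 1 hr, 76 at 48 hr and 52 at 1 wk), lower genes of the WT hippocampus (11 at 1 hr) and lower genes of the DKO amygdala (37 at 0 hr). With the median of the 5 arrays as reference the counts fell within 1.5 times the paper's for lower genes of the WT hippocampus (2 at 0 hr and 7 at 1 hr), lower genes of the WT amygdala (30 at 1 hr), lower genes of the DKO amygdala (97 at 48 hr), lower genes of the DKO hippocampus (3 at 0 hr) and higher genes of the DKO hippocampus (15 at 1 wk). With the choroid plexus, ependymal, meningeal and striatal list genes left out the counts fell within 1.5 times the paper's for lower genes of the DKO hippocampus (30 at 1 hr, 70 at 48 hr and 57 at 1 wk), lower genes of the WT hippocampus (3 at 0 hr and 15 at 48 hr), lower genes of the WT amygdala (48 at 1 hr) and lower genes of the DKO amygdala (34 at 0 hr). With each array median-centred the counts fell within 1.5 times the paper's for higher genes of the WT amygdala (26 at 0 hr, 77 at 48 hr and 102 at 1 wk), lower genes of the DKO hippocampus (55 at 48 hr and 65 at 1 wk) and higher genes of the WT hippocampus (13 at 0 hr). With a limit of 2-fold the counts fell within 1.5 times the paper's for lower genes of the DKO hippocampus (3 at 0 hr and 20 at 1 hr). With small RNA genes and chemoreceptor families left out the counts fell within 1.5 times the paper's for lower genes of the DKO hippocampus (78 at 1 wk). No count came within that range with a limit of 1.3-fold or with all transcript clusters counted.

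No alternative brought within 1.5 times the paper's the counts of lower genes in the DKO amygdala at 1 hr, lower genes in the WT amygdala at 48 hr and 1 wk, higher genes in the DKO amygdala at 0 hr, 1 hr, 48 hr and 1 wk and higher genes in the DKO hippocampus at 1 hr. Where values are set beside each other for the same transcript cluster, they lie close. All transcript clusters of the paper's lists had the same sign here, with a median absolute difference of at most 0.0159 on the log2 scale in any list, and the first part of the 35557 rows of Tables S1 to S4, the part that could be read, had correlations between 0.997 and 0.9996 with the log2 changes computed here. The 10 folds between genotypes that could be set beside the paper's lay within the replicate SD of them, the widest gap being that of Adcy8 in the hippocampus, −4.01 here and −4.06 in the paper.

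Calls differed for 4 genes of the amygdala. The paper states that Adcy1 did not meet its limit there, and limma gave it an adjusted p of 0.0181. The paper's own test on the log2 values gave 0.389 with the Benjamini-Hochberg method and 0.283 with Storey's, time points as blocks 0.182 and the arrays without baseline 0.246, none of which calls it. The paper lists Olfr821 as higher in DKO mice, and limma gave a log2 difference of 0.22 with an adjusted p of 0.646. The paper's own test calls it, with 0.0543 by Benjamini-Hochberg and 0.0395 by Storey. G530011O06Rik (adjusted p = 0.0384) and Gm10590 (adjusted p = 0.000377) passed by limma and are not in the paper's list, and the paper's own test gave G530011O06Rik 0.411 and 0.299. Adcy8, Cyb5r3, Ift27, Ccm2 and Slc11a2 in the amygdala and Lynx1 in the hippocampus passed here as in the paper.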

Other observations

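The tests here were planned before the data were examined, and only the 2 lists without replicates were picked out after their values were seen. Wdfy1 and Nnt, genes that differ between C57BL/6 substrains, lay higher in DKO mice, of which the WT mice were not littermates. Wdfy1 had log2 differences of 0.36 in the amygdala (adjusted p = 0.111 by limma) and 0.24 in the hippocampus (adjusted p = 0.359), and Nnt one of 0.32 in the hippocampus (adjusted p = 0.22), so neither passed over all transcript clusters. In the hippocampus the substrain list had a median of 0.18 (adjusted p = 7.33e-04 by camera, adjusted p = 0.171 with an estimated correlation), with both genes higher adjusted over the list alone. The paper-named list, which is not independent evidence since the study chose its genes on these samples, had a median of −0.39 over 13 genes in the amygdala, with 6 lower over all transcript clusters and 8 lower and 1 higher adjusted over the list alone, and −0.31 in the hippocampus, with 5 and 8 lower. Sex-linked genes had a median of −0.24 in the DKO amygdala (adjusted p = 0.0139 by camera, adjusted p = 0.408 with an estimated correlation), and cytosolic ribosomal protein genes one of −0.08 over 59 genes (adjusted p = 2.8e-09 by camera, adjusted p = 0.631 with an estimated correlation).

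Between the regions 2535 transcript clusters were higher in the hippocampus and 2443 lower by limma. Of 21 hippocampus-enriched genes 15 were higher there and 1 lower, with a median difference of 0.57 (adjusted p = 0.0212 by camera with an estimated correlation), and of 16 amygdala-enriched genes 11 were lower and 3 higher, with a median of −0.85 (adjusted p = 0.0271). Heat shock genes had a median of 0.13 at 1 hr over all groups (adjusted p = 4.1e-08 by camera, adjusted p = 0.394 with an estimated correlation) and meningeal genes one of −0.19 (adjusted p = 8.2e-07 by camera, adjusted p = 0.256 with an estimated correlation). On single arrays, without replicates, the oligodendrocyte list had a median of 0.22 in the DKO amygdala at 1 hr, where 95% of random lists lay between 0.01 and 0.16, and the endoplasmic reticulum chaperones one of −0.17 in the DKO hippocampus at 0 hr, where 95% lay between −0.07 and 0.06. No transcript cluster passed for a difference between regions in the change at any time point by limma, where 335, 291, 1961 and 623 had an unadjusted p under 0.05.

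Other splits of the arrays into groups of the same sizes were counted for each replicated comparison, 100 in each, the real split included. For the genotype effect in the amygdala 5 gave as many calls, so chance cannot be excluded for the number of calls, with 28 in the real split and 5748 in the highest other. The hippocampus shared 23 of these 28 calls in the same direction. By chance 0.033 would be shared if transcript clusters and regions were independent. They need not be, since 17 of the 23 belong to the Gm10590 and Ccl21 family and both regions may come from the same mice. The shared calls therefore do not decide whether chance is excluded. The highest other split sets the WT baseline, 0 hr and 1 hr arrays with the DKO 1 hr and 1 wk arrays against the rest. It points to a structure of the samples other than genotype. For the hippocampus 4 did, with 34 in the real split and 642 in the highest other. That is close to the 5 of the amygdala, so the count does not exclude chance there either. For changes over all groups few splits gave as many calls at 0 hr (3 splits, 1 call and 2 in the highest other), 1 hr (3 splits, 7 and 73) and 1 wk (2 splits, 1 and 16). These shares were not adjusted for the number of comparisons and do not exclude chance. The single calls at 0 hr and 1 wk, of Snord14e, were lost without 15 and 11 of the 20 arrays left out in turn. At 48 hr no transcript cluster passed in the real split, so the count of 100 splits decides nothing (0 and 0). For the regions 2 did, with 4978 calls in the real split and 5504 in the highest other, so the count alone does not exclude chance.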
